# MiR-34a deficiency enhances nucleic acid sensing and type I IFN signaling in a mouse model of Alzheimer’s disease

**DOI:** 10.3389/fimmu.2026.1694824

**Published:** 2026-02-24

**Authors:** Junling Yang, George Elliot Tsourdinis, Charlotte Holas, Mark Maienschein-Cline, Robert Lalonde, Ken-ichiro Fukuchi

**Keywords:** Alzheimer’s, microglia, microrna-34a, neuroinflammation, type I interferon

## Abstract

**Background:**

A number of microRNAs are implicated in aging, cell senescence, inflammation, and neurodegenerative diseases. Particularly, miR-34a levels in the brain are increased in Alzheimer's disease (AD) but its mechanistic role in AD pathogenesis is unknown.

**Methods:**

In order to investigate the role of miR-34a in AD, we produced an AD mouse model, Tg-SwDI mice, with whole body/constitutive miR-34a knockout (KO). Their cognitive function was evaluated by Morris water maze. Immunohistochemistry and immunofluorescence were used for neuropathological evaluation. Bulk RNA-seq followed by bioinformatics was used for hippocampal transcriptomics. The effect of miR-34a knockdown on expression of interferon-stimulated genes (ISG) was determined using cultured microglial cells and quantitative PCR.

**Results:**

MiR-34a KO improved long-term memory in Tg-SwDI mice, which was associated with decreases in the ratio of insoluble Aβ42 to Aβ40 and with increases in soluble and insoluble Aβ40 in the cerebral cortex. Anti-Iba1 immunofluorescence revealed increases in activated microglia. Bulk RNA-sequencing of the hippocampus followed by a gene set enrichment analysis (Enrichr) identified “cellular response to type I interferon” and “type I interferon signaling pathway” as the most prominent gene sets in miR-34a KO Tg-SwDI mice compared to miR-34a wild-type Tg-SwDI mice. Many interferon-stimulated genes (ISGs) that characterize interferon responsive microglia (IRM) were upregulated in miR-34a KO Tg-SwDI mice. MiR-34a knockdown strongly enhanced ISGs expression in TLR7 ligand-stimulated BV2 and primary microglia.

**Conclusion:**

Our results suggest that miR-34a inhibits the transition of microglia to the IRM state that may modulate synaptic and cognitive functions in neurodegenerative diseases and aging.

## 1 Introduction

Alzheimer’s disease (AD) is the most common form of dementia, and hallmark features of its pathology include extracellular amyloid β (Aβ) deposits in the brain parenchyma (amyloid plaques) and intracellular aggregates of hyperphosphorylated tau protein in brain neurons (neurofibrillary tangles, NFTs). Major risk factors for AD such as aging, hypertension, diabetes, obesity, hyperlipidemia, and atherosclerosis, are commonly associated with chronic, low-grade systemic inflammation (1–4). This systemic inflammation contributes to the progression of AD and can trigger microglial activation and subsequent neurodegeneration. Moreover, genetic studies on individuals with late-onset AD have identified many risk genes that are highly expressed in microglia and are involved in inflammatory pathways (5–9).

Microglia play a complex dual role in AD (10–12). On one hand, they protect neurons by engulfing and clearing toxic amyloid-β (Aβ) aggregates and other harmful substances, as well as by secreting neurotrophic factors, including brain-derived neurotrophic factor (BDNF), which support neuronal health (13). On the other hand, microglia can contribute to neurodegeneration by releasing pro-inflammatory and neurotoxic molecules such as tumor necrosis factor-alpha (TNF-α), interleukin-1 beta (IL-1β), reactive oxygen species (ROS), and proteases (14–16). They may also exacerbate damage through excessive synaptic pruning. Understanding the mechanisms that determine this intricate balance between protective and detrimental microglial functions is essential for developing effective therapies for AD.

MicroRNAs (miRNAs) are one class of non-coding endogenous RNAs that post-transcriptionally regulate specific gene expression by several mechanisms and are estimated to control approximately 60% of all mRNAs (17–20). MiR-34a is involved in obesity, diabetes and atherosclerosis, which are high risk factors for AD (21, 22). MiR-34a levels in the brain and blood increase during aging, and increased levels of miR-34a in blood reflect age-dependent brain changes and functional decline in mice (23, 24). MiR-34a levels in the brain are elevated in AD, epileptic seizures, ischemic stroke, and their rodents’ models compared with their controls, and the increased levels of miR-34a in the brain are thought to be involved in pathogenesis (25–28). MiR-34a knockdown by siRNA following cerebral ischemia reperfusion in rats alleviates the tissue injury and neuronal apoptosis by upregulating Notch1 and hypoxia-inducible factor-1α (HIF-1α) (29). Additionally, in a mouse model of transient middle cerebral artery occlusion, miR-34a deficiency reduces blood-brain barrier (BBB) permeability, alleviates disruption of tight junctions, and improves stroke by possibly targeting endothelial cytochrome c-induced apoptosis (30, 31). In cultured microglia, HIV-1 Tat treatment induces a dose- and time-dependent upregulation of miR-34a, leading to microglia activation by directly targeting (downregulating) NLRC5 expression, which negatively regulates NFκB signaling (32). In cultured microglia, p53 activated by reactive oxygen species and DNA damage upregulates miR-34a that targets a transcription regulator, Twist2, leading to downregulation of an anti-inflammatory transcription factor, c-Maf, and microglia activation (33). In cultured microglia, miR-34a decreases phagocytic clearance of Aβ42 by directly targeting/binding TREM2 mRNA (34). Under these conditions, miR-34a appears to be detrimentally augmenting inflammation. In contrast, pre-treatment with miR-34a mimics in rat models of spinal cord injury (SCI) ameliorates microglial activation and neuronal apoptosis by downregulating its targets, Notch1 and Jagged 1, leading to reductions in IL-1β and IL-6 expression (35). MiR-34a knockdown aggravates inflammation and enhances apoptosis in an *in vitro* model of SCI (36). In LPS-treated RAW264.7 cells (mouse macrophage cell line), miR-34a inhibitor activates NF-kB and increases TNF-α and IL-6 expression by targeting Notch 1 (37). Under the latter conditions, miR-34a seems to be beneficially suppressing inflammation. Thus, miR-34a can exert either pro- or anti-inflammatory effects, as well as neurotoxic or neuroprotective actions, depending on the specific cellular and pathological contexts.

In order to investigate the role of miR-34a in the pathogenesis of AD, we produced an AD mouse model with whole body/constitutive miR-34a knockout (KO or miR-34a^-/-^) and found increases in both soluble and insoluble brain Aβ levels and in activated microglia associated with remarkably increased levels of a full spectrum of interferon-stimulated genes (ISGs) as well as nucleic acid sensing receptor genes.

## 2 Materials and methods

### 2.1 Experimental animals

Congenic C57BL/6-Tg (Thy1-APPSwDutIowa)BWevn/Mmjax (referred to as Tg-SwDI, Stock No: 34843-JAX) and B6(Cg)-Mir34ATM1LHE/J (referred to as miR-34a KO or miR-34a^-/-^, Stock No: 018279) mice were obtained from Jackson Laboratory. Tg-SwDI and miR-34a KO were repeatedly bred to produce experiment cohorts of miR34a^-/-^ Tg-SwDI and miR-34a^+/+^ Tg-SwDI littermates. Genotyping was performed by PCR using tail biopsy samples, following protocols provided by the Jackson Laboratory. Because Tg-SwDI female mice show more severe AD-like pathological changes than males (38, 39), only female mice were used and analyzed for this study. All animal procedures were prospectively approved by the Institutional Animal Care and Use Committee of the University of Illinois College of Medicine at Peoria. Anesthesia/euthanasia was performed in accordance with the guidelines outlined by American Veterinary Medical Association Panel on Euthanasia.

### 2.2 Behavioral tests

#### 2.2.1 Behavioral schedule and statistics

A battery of behavioral tests was performed on experimental mice at 12 months of age as previously described (40). After measuring body weight and adapting mice to handling, the tests were conducted over a 11-day period as follows: open-field (days 1–3), elevated plus-maze (days 4 and 5), and Morris water maze (days 6–11). In each test, whenever possible, the apparatus was wiped clean with a wet paper towel and dried before the next mouse was introduced to minimize odor cues. Open-field data were analyzed by 2 x 2 x 3 ANOVAs with repeated measures on the day factor. Plus-maze data were analyzed by 2 x 2 x 2 ANOVAs with repeated measures on the day factor. As for Morris water maze, 5 days of testing with repeated measures (2 x 2 x 5 ANOVAs) were used for the 5-day acquisition, and one-way ANOVA and *Post-hoc* LSD tests were used for the probe trial. Results are expressed as mean ± SD (standard deviation). In all cases, P<0.05 was considered to be significant.

#### 2.2.2 Exploration and anxiety

Motor activity was measured in the open-field chamber made of white acrylic with a 50 cm × 50 cm surface area. Each mouse was placed in the corner of the open field. The activity in central (25 cm × 25 cm surface area) and peripheral zones was recorded in a 5-min session for 3 consecutive days and analyzed by SMART video tracking software (version 3.0, Harvard Apparatus, Holliston, MA). The distance traveled and the time spent resting (<2 cm/s), moving slow (2–5 cm/s), or moving fast (>5 cm/s) in each zone were measured, as well as the time spent in the periphery and center of the apparatus.

The elevated plus-maze apparatus consisted of 4 arms in a cross-shaped form 70 cm in length with a 10 cm × 10 cm central region. Two of the arms were enclosed on 3 sides by walls (10 cm in height) facing each other, while the other two were open, except for a minimal border (0.5 cm in height) used to minimize falls. Each mouse was placed in the central region, then the number of entries into and the time spent inside enclosed and open arms were measured in a 5-min session on 2 consecutive days with the same video tracking system. The open/total arm entries and duration ratios were also calculated.

#### 2.2.3 Spatial learning and memory

The Morris water maze consisted of a pool of aluminum, 120 cm in diameter with 55 cm high walls (Stoelting Co, Wood Dale, IL), filled with water (22 °C) at a height of 31 cm. Powdered milk was dissolved in the water to hide the plexiglass island (escape platform) (10 cm in diameter, 30 cm in height). The milky water was removed every day after a few hours of training and the pool rinsed with clean water. The pool was contained in a room with several external visual cues. The mice were placed next to and facing the wall successively in north (N), east (E), south (S), and west (W) positions, with the escape platform hidden 1 cm below water level in the middle of the SW quadrant. The same video tracking equipment was used to estimate path length and escape latencies in 4-trial sessions for 5 days with a 15-min inter-trial interval. The mice remained on the platform for 5 s. When the mice failed to reach the escape platform within the 1 min cut-off period, they were retrieved from the pool and placed on the platform for 5 s. After swimming, the mice were immediately transferred to a dry plastic holding cage. To maintain body temperature and prevent hypothermia, a red heating lamp was suspended approximately 50 cm above the cages. A cloth towel was placed over half of the cage lid to shield the animal from direct light exposure while still allowing gentle warming if they desire. Mice were kept under these conditions until they were fully dry and active. In the morning after a 5-day acquisition phase, a probe trial was conducted by removing the platform and placing the mouse next to and facing the S side. The time spent in the previously correct quadrant was measured for a single 1-min trial. After the probe trial, the visible platform subtask was conducted, with the escape platform lifted 1 cm above water level and shifted to the NE quadrant. A 17-cm high pole was steadily standing on top of the escape platform as a viewing aid. The same procedure was adopted as with place learning except that the subtest was conducted on a single day.

### 2.3 Immunohistochemical analyses

After completion of behavioral testing, mice were deeply anesthetized by intraperitoneal injection of a ketamine (200 mg/kg) and xylazine (20 mg/kg) mixture, as confirmed by the absence of a toe-pinch reflex. Mice were then euthanized by transcardial perfusion with 50 ml of cold PBS prior to tissue collection. Brains were rapidly removed; the left hemisphere’s neocortex and hippocampus were dissected and stored at −80 °C for molecular analyses. The right hemisphere was fixed in 4% paraformaldehyde for 48 h, cryoprotected in 30% sucrose in 0.1 M PBS for 48 h at 4 °C, embedded in OCT compound (Tissue-Tek), and frozen. Coronal sections (35 µm) were collected on a cryostat from approximately 1.3 to 3.4 mm posterior to bregma. For immunostaining, three sections per mouse were selected at ~600 µm intervals. To enhance the detection of Aβ deposits, a mixture of anti-Aβ antibodies — 6E10, which targets amino acids 1–16 of the Aβ peptide, and 4G8, which binds to amino acids 17-24 —was used as reported previous (41). Antigen retrieval was performed in antigen retrieval buffer (Cat# ab64236, Abcam) at 85 °C for 10 min, followed by cooling to room temperature. Sections were washed in 0.1 M Tris buffer (TB), then treated with 1% hydrogen peroxide in 10% methanol (in TB) for 1 h to quench endogenous peroxidase activity. After sequential washes in TB and TBS (pH 7.5), blocking was carried out with M.O.M.™ reagent (Cat# BMK-2202, Vector Laboratories) for 1 h, followed by a brief TBS wash. Sections were incubated for 48 h at 4 °C with 6E10 (1:1000; BioLend Cat# 803001, RRID: AB_2564653) and 4G8 (1:1000; BioLegend Cat# 800701, RRID: AB_2564633) diluted in M.O.M.™ diluent. After rinsing (4 × 15 min in TBS), sections were incubated with a biotinylated anti-mouse IgG secondary antibody (Vector Laboratories) diluted in 1% BSA in TBS-T for 2 h at room temperature. Detection was performed using the avidin-biotin complex (ABC) method (Vector Laboratories) with 3,3′-diaminobenzidine (DAB; Sigma-Aldrich, St. Louis, MO) as the chromogen. Sections were washed in water, dehydrated through graded ethanol, cleared in xylene, and cover slipped using mounting medium. Images were obtained using a Zeiss Axioscan. For microglial staining, sections underwent the same antigen retrieval procedure as above, then were incubated with rabbit anti-IBA1 (1:1000; FUJIFILM Wako Pure Chemical Corporation Cat# 019-19741, RRID: AB_839504) for 48 h at 4 °C. After rinsing (4 × 15 min in TBS), sections were incubated with Alexa Fluor-conjugated anti-rabbit IgG (1:500; Cell Signaling Technology Cat# 4412, RRID: AB_1904025) for 2 h at room temperature in the dark. Nuclei were counterstained with DAPI, and sections were mounted using Shandon™ Immu-Mount™ (Thermo Fisher Scientific). Images were acquired using an Olympus FV3000 confocal microscope (Olympus America Inc.) with consistent settings using 40× objectives. Dentate gyrus of hippocampus was analyzed by Image Pro 10 image analysis software (Media Cybernetics, Silver Spring, MD) capable of color segmentation and automation via programmable macros. Data was expressed as mean ± SD).

### 2.4 Quantification of brain Aβ by ELISA

The left neocortex, previously stored at -80 °C, was lysed using the Bio-Plex cell lysis kit (Bio-Rad Laboratories, Hercules, CA) and homogenized with a Bullet Blender STORM (Laboratory Supply Network, Atkinson, NH) following the manufacturer’s instructions. Samples were centrifuged at 12,000 × g for 10 min at 4 °C, and the resulting supernatants, containing buffer-soluble Aβ, were collected. Protein concentrations in the supernatants were determined using the Bio-Rad protein assay (Bio-Rad Laboratories). The remaining pellets, containing insoluble Aβ, were further homogenized in 5M guanidine hydrochloride using Bullet Blender STORM and then rock-shaken for 3–4 h at room temperature. Levels of buffer soluble and insoluble Aβ in the neocortex were quantified by Aβ42 and Aβ40 ELISA kits (Invitrogen, Carlsbad, CA) according to the manufacturer’s protocol.

### 2.5 Western blot

Protein lysates were used to assess IFITM3 and CSF1R levels by western blotting. After quantifying protein concentrations, samples were separated under reducing conditions on 10% SDS–PAGE gels and transferred to PVDF membranes. Membranes were incubated overnight at 4 °C with primary antibodies against IFITM3 (1:1000; Abcam Cat# ab15592, RRID: AB_2122095), CSF1R (1:1000; R and D Systems Cat# AF3818, RRID: AB_884158), and GAPDH (1:5000; Millipore Cat# MAB374, RRID: AB_2107445). After three washes in PBST, membranes were incubated with species-appropriate HRP-conjugated secondary antibodies: anti-rabbit (1:2000; Cell Signaling Technology Cat# 7074, RRID: AB_2099233), anti-sheep (1:1000; R and D Systems Cat# HAF016, RRID: AB_562591), and anti-mouse (1:3000; Cell Signaling Technology Cat# 7076, RRID: AB_330924). Protein bands were detected using enhanced chemiluminescence (Amersham, Arlington Heights, IL). Band intensities were quantified by densitometric analysis using an HP Scanjet G3010 and ImageJ v1.40 (NIH).

### 2.6 RNA sequencing and bioinformatics analysis

Total RNA was extracted from the left hippocampus using the Direct-zolTM RNA kit (Zymo Research Corporation, Irvine, CA). RNA sequencing was performed on DNBSEQ high-throughput platform at BGI Tech Solution NGS lab (Hong Kong, CHN). Raw reads were aligned to the mouse reference genome mm10 using STAR (42). ENSEMBL genes were quantified using FeatureCounts as raw read counts (43). Differential expression statistics (fold-change and p-value) were computed using edgeR using generalized linear models to compute differential expression due to genotype and treatment in a two-factor design, including an interaction term (44, 45). Pairwise comparisons between groups were also computed using the “exactTest” function. Gene expression was normalized using TMM factors in edgeR. In all cases, p-values were adjusted for multiple testing using the false discovery rate (FDR) correction of Benjamini and Hochberg (46). PCA plots were generated from log-scaled normalized expressions. We identified gene expression patterns with dependent effects of genotype and treatment through a clustering analysis. Differentially expressed genes (DEGs) for clustering were selected based on interaction term FDR < 0.2. Differential profiles of these genes were computed as the product of the log fold-change and -log p-value for each pairwise comparison and normalized by dividing by their standard deviation. We then performed k-means clustering on these profiles with ten random initializations on a range of cluster numbers k (2 to 20). We determined the optimal k by evaluating clustering reproducibility statistics for each set of results, similar to the approach outlined by Senbabaoglu and co-workers: for each k, we computed the pair-wise distance between clustering results as the fraction of co-clustered feature pairs across two clustering results relative to the number of co-clustered feature pairs within each result individually (47). This difference was averaged across all result pairs for each value of k, and the largest k with an average distance less than 1e-5 was selected as the ideal clustering granularity –k = 4 was determined to be the best number of clusters. DEGs were entered into Enrichr database (Enrichr, https://maayanlab.cloud/Enrichr/) with threshold of log2foldchange (FC) < -0.1 or > 0.1 and FDR < 0.05 (48, 49).

### 2.7 Validation of miR-34a knockdown and quantitative PCR analysis of type I interferon signaling in Gardiquimod-treated BV2 cells and mouse primary microglia

#### 2.7.1 BV2 microglia and mouse primary microglia isolation and culture

BV2 microglial cells (gift from Dr. Michael Mckinney) (50), were seeded in 6-well plates at a density of 4.8 x 10^5^ cells/ml and cultured overnight in DMEM (ATCC formulation) supplemented with 10% fetal bovine serum (FBS), 100 U/ml penicillin and 100ug/ml streptomycin in 5% CO2 atmosphere at 37 °C.

The workflow for isolating mouse primary microglia is outlined in **Figure 1C**. Briefly, brain tissues were collected from 2-month-old wild-type female B6 mice, with the olfactory bulbs and cerebellum removed. Tissues were dissociated using the Adult Brain Dissociation Kit (Cat# 130-107-677, Miltenyi Biotec) and gentleMACS Dissociator (Cat# 130-093-235, Miltenyi Biotec) according to the manufacturer’s instructions. Microglia were isolated using CD11b MicroBeads (Cat# 130-049-601, Miltenyi Biotec) and seeded at 3 x 10^5^ per well in either chamber slides (Cat# 154461, Thermo Fisher) or 6-well-plate for immunostaining or molecular analysis, respectively. All culture surfaces were coated with 0.01% Poly-D-lysine, and cells were maintained in the same culture medium as BV2 cells above except for addition of 20ng/ml macrophage colony-stimulating factor (M-CSF) (Cat# 576404, BioLegend). The purity of isolated primary microglia was assessed by Iba1 immunostaining and qPCR (primer sequences listed in **Table 1**).

**Figure 1:**
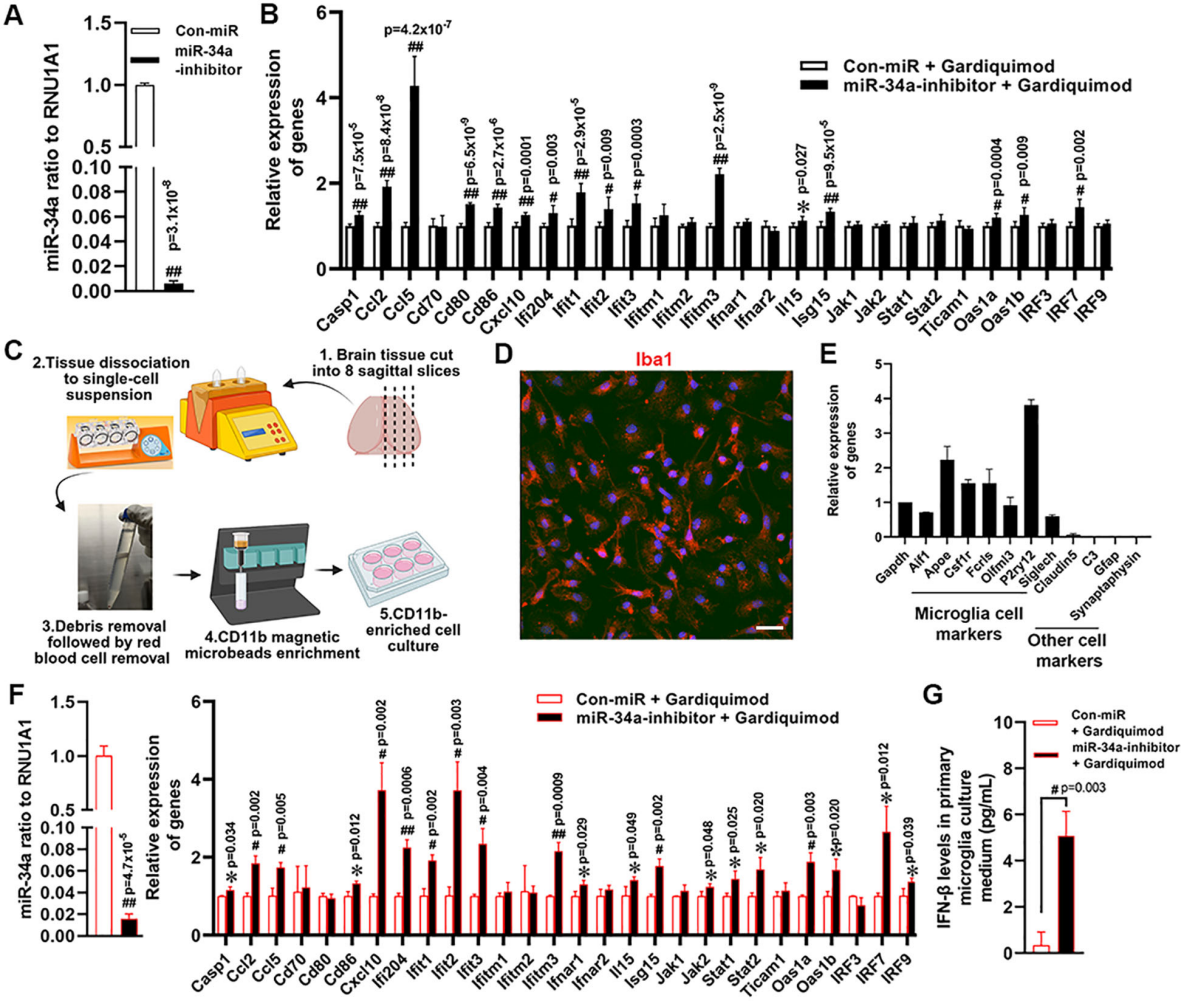
Effects of miR-34a knockdown on ISGs expression in Gardiquimod-treated microglia *in vitro*. Depletion of miR-34a in BV2 cells by miR-34a inhibitor **(A)** and expression levels of the ISGs in miR-34a knockdown BV2 cells followed by Gardiquimod treatments **(B)**. Workflow of primary microglia isolation from adult mouse brain **(C)** created with BioRender.com; the image in step 3 was documented in our lab) and assessment of isolated primary microglia by Iba1 immunostaining **(D)** Scale bar 20 µm) and qPCR analysis **(E)**. Depletion of miR-34a in primary microglia using miR-34a inhibitor, and the subsequent expression of the ISGs following Gardiquimod treatment **(F)**. The levels of interferon β in the primary microglia culture medium **(G)**. Data was analyzed by independent T-test. (Data from three independent experiments with duplicates *P<0.05, #P<0.01, and ##P<0.001).

**Table 1:** Primer list for qPCR.

Gene	Forward primer (5’ to 3’)	Reverse primer (5’ to 3’)
Aif1	ATCAACAAGCAATTCCTCGATGA	CAGCATTCGCTTCAAGGACATA
Apoe	CTGACAGGATGCCTAGCCG	CGCAGGTAATCCCAGAAGC
Csf1r	TGTCATCGAGCCTAGTGGC	CGGGAGATTCAGGGTCCAAG
Fcrls	CTTCTGGTCTTCGCTCCTGTC	ATGGTGTAGCTTGAAGCACTG
Olfml3	CACCTTGTGGAGTACATGGAAC	CTACCTCCCTTTCAAGACGGT
P2ry12	CCCTGTGCGTCAGAGACTAC	CAAGCTGTTCGTGATGAGCC
Siglech	GGAGGCAAAACATGGAATTTCTG	CACATCACATTGGTAGGACGAC
Claudin5	GCAAGGTGTATGAATCTGTGCT	GTCAAGGTAACAAAGAGTGCCA
C3	CCAGCTCCCCATTAGCTCTG	GCACTTGCCTCTTTAGGAAGTC
Gfap	GGGGCAAAAGCACCAAAGAAG	GGGACAACTTGTATTGTGAGCC
Synaptophysin	CAGTTCCGGGTGGTCAAGG	ACTCTCCGTCTTGTTGGCAC
Ifitm1	GACAGCCACCACAATCAACAT	CCCAGGCAGCAGAAGTTCAT
Ifitm2	TGGGCTTCGTTGCCTATGC	AGAATGGGGTGTTCTTTGTGC
Ifitm3	CCCCCAAACTACGAAAGAATCA	ACCATCTTCCGATCCCTAGAC
Ifnar1	AGCCACGGAGAGTCAATGG	GCTCTGACACGAAACTGTGTTTT
Ifnar2	CTTCGTGTTTGGTAGTGATGGT	GGGGATGATTTCCAGCCGA
Il15	CATCCATCTCGTGCTACTTGTG	GCCTCTGTTTTAGGGAGACCT
Isg15	GGTGTCCGTGACTAACTCCAT	TGGAAAGGGTAAGACCGTCCT
Jak1	CTCTCTGTCACAACCTCTTCGC	TTGGTAAAGTAGAACCTCATGCG
Jak2	TTGTGGTATTACGCCTGTGTATC	ATGCCTGGTTGACTCGTCTAT
Stat1	TCACAGTGGTTCGAGCTTCAG	CGAGACATCATAGGCAGCGTG
Stat2	TCCTGCCAATGGACGTTCG	GTCCCACTGGTTCAGTTGGT
Ticam1	TTGGGGACATACGTTACACTCC	CGGTGTGTTACATAGCTTGCTG
Oas1a	GCCTGATCCCAGAATCTATGC	GAGCAACTCTAGGGCGTACTG
Oas1b	GGGCCTCTAAAGGGGTCAAG	TCAAACTTCACTCCACAACGTC
Irf3	GAGAGCCGAACGAGGTTCAG	CTTCCAGGTTGACACGTCCG
Irf7	GAGACTGGCTATTGGGGGAG	GACCGAAATGCTTCCAGGG
Irf9	GCCGAGTGGTGGGTAAGAC	GCAAAGGCGCTGAACAAAGAG

#### 2.7.2 Cells transfection and PCR analysis

Cells were transfected with 25 nM of either a miR-34a inhibitor (mirVana™ miRNA inhibitor, Assay ID: MH11030, Life Technologies, Grand Island, NY) or a negative control miRNA (Cat# 4464076, Life Technologies) using Lipofectamine RNAiMAX Transfection Reagent (Cat# 13778-150, Life Technologies) according to the manufacturer’s instructions. Twenty-four hours after transfection, cells were treated with 0.2 μg/mL Gardiquimod (Cat# tlrl-gdqs-10, InvivoGen, San Diego, CA), a TLR7 agonist known to stimulate type I interferon responses. After 24 hours of Gardiquimod treatment, total RNA was extracted using the Direct-zol™ RNA Kit (Cat# R1055, Zymo Research, Irvine, CA), and RNA concentration and purity were assessed using a NanoDrop spectrophotometer. cDNA was synthesized using a high-capacity cDNA reverse transcription kit (Cat# 1708841, Bio-Rad Laboratories) following the manufacturer’s protocol.

Quantitative PCR (qPCR) was performed using SYBR Green Master Mix (Cat#1725272, Bio-Rad Laboratories) on a CFX-384 Real-Time PCR System (Bio-Rad Laboratories). Primer sequences are listed in **Table 1**. MiR-34a expression was assessed using microRNA assays (Cat# YP00204486, Qiagen) with RNU1A1 as internal controls. Relative gene expression levels were calculated using the 2^–ΔΔCt^ method.

### 2.8 Statistic analysis

Statistical analyses were performed using SPSS version 19. Intergroup differences were evaluated using repeated measures ANOVA and two-tailed t-tests were used for comparisons between two independent groups. P<0.05 was considered statistically significant.

## 3 Results

### 3.1 MiR-34a deficiency enhances exploratory activities and spatial memory in mice

#### 3.1.1 Exploration and anxiety

In the mouse open-field test (**Figure 2**), day effects were observed in peripheral time (F(2,78)=26.117, P = 0.000) and resting time (F(2,78)=100.961, P = 0.000), which increased across the days and in center time (F(2,78)=26.073, P = 0.000), moving fast time (F(2,78)=95.442, P = 0.000), moving slow time (F(2,78)=32.365, P = 0.000), and travelled distance (F(2,78)=104.881, P = 0.000), which decreased across days, indicating habituation of exploratory activity over time. The miR-34a KO groups had less peripheral time (F(1,39)=8.813, P = 0.005), more center time (F(1,39)=8.814, P = 0.005), more moving slow time (F(1,39)=53.496, P = 0.000), and less resting time (F(1,39)=26.099, P = 0.001) than the miR-34a WT groups, suggesting that miR-34a KO decreased anxiety in mice. The miR-34a KO x day interaction (F(2,78)=4.879, P = 0.012) in moving fast time, moving slow time (F(2,78)=5.248, P = 0.011) and resting time (F(2,78)=9.443, P = 0.000) were caused by larger KO effects on days 2 and 3 than the initial test day. There is a trend of miR34a KO x APPSwDI transgene x day interaction in moving fast (F(2,78) =2.986, P = 0.061), moving slow (F(2,78)=2.642, P = 0.088), resting time (F(2,78)=3.235, P = 0.052), and travelled distance (F(2,78)=3.035, P = 0.057). These results indicate that miR-34a KO mice are more active than miR-34a WT mice across the days.

**Figure 2:**
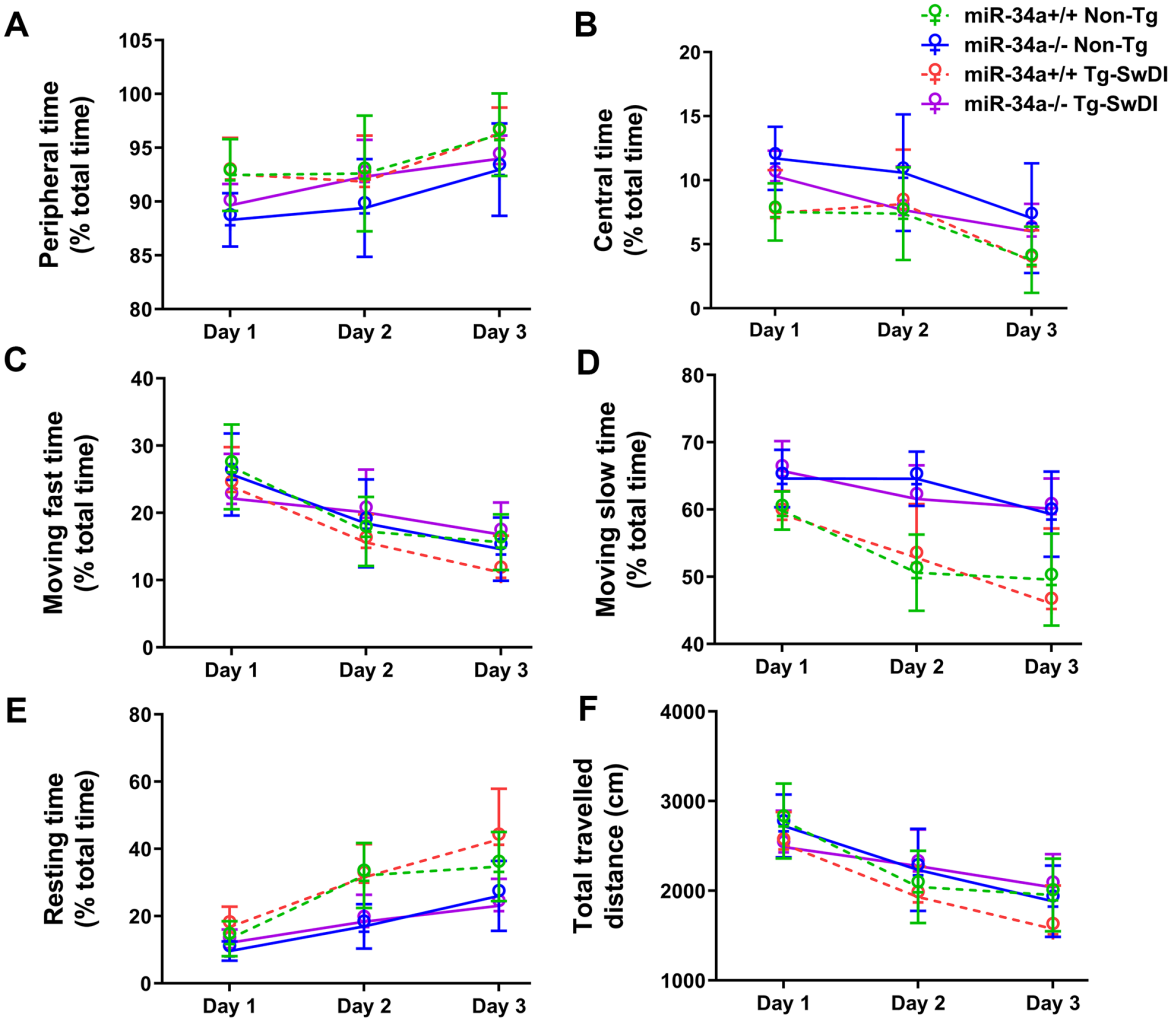
Effects of miR-34a KO (miR-34a^-/-^) on exploratory activity and anxiety-like behaviors in open-field. The percentages of peripheral time **(A)**, central time **(B)**, moving fast time **(C)**, moving slow time **(D)**, resting time **(E)**, and total travelled distances **(F)** in a 5-min session are shown as mean ± SD for 3 days. Data was analyzed by 2 x 2 x 3 ANOVAs with repeated measures on the day factor. (miR-34a^+/+^ Non-Tg: n=11, miR-34a^-/-^ Non-Tg: n=12, miR-34a^+/+^ Tg-SwDI: n=9, miR34a^-/-^ Tg-SwDI: n=10).

In the elevated plus-maze test (**Table 2**), there were day effects in open arm entries (F(1,39)=123.376, P = 0.000), open arm duration (F(1,39)=334.804, P = 0.000), enclosed arm entries (F=(1,39)=7.413, P = 0.01), open/total entries (F(1,39)=80.321, P = 0.000), and open/total duration (F=(1,39)=348.383, P = 0.000), which decreased across days and enclosed arm duration (F(1,39)=238.477, P = 0.000), which increased across days, as a result of safer exploration of the maze over time. Tg-SwDI mice had more open arm entries (F(1,39)=5.404, P = 0.025), open arm duration (F(1,39)=9.475, P = 0.004), open/total entries (F(1,39)=16.255, P = 0.000), and open/total duration (F(1,39)=9.622, P = 0.004) but less enclosed arm duration (F(1,39)=8.175, P = 0.007) than Non-Tg mice, indicating riskier exploration of the maze on the part of the transgenic groups. These effects are amplified in the KO group relative to the WT group as indicated by significant transgene x miR34a interactions in open arm entries (F(1,39)=5.292, P = 0.027), open arm duration (F(1,39)=6.802, P = 0.013), enclosed arm duration (F(1,39)=6.800, P = 0.013), and open/total duration (F(1,39)=6.932, P = 0.012). The transgene x miR34a x day interactions in open arm entries (F(1,39)=5.793, P = 0.021) and enclosed arm entries (F(1,39)=4.258, P = 0.046) are due to larger effects on day 2 than day 1.

**Table 2:** Elevated plus effects of miR-34a KO on exploratory activity in elevated plus-maze (n=9-12, mean ± SD; *P < 0.05).

Measures	miR-34a^+/+^ Non-Tg	miR-34a^-/-^ Non-Tg	miR-34a^+/+^ Tg-SwDI	miR-34a^-/-^ Tg-SwDI
Day 1				
Open arms				
Entries	14.45 ± 3.80	13.17 ± 4.73	15.40 ± 4.17	14.90 ± 4.07
Duration (s) *	96.70 ± 27.18	83.09 ± 26.85	100.16 ± 18.17	120.57 ± 46.79
Enclosed arms				
Entries	14.55 ± 3.30	12.25 ± 2.67	12.40 ± 5.38	10.10 ± 4.41
Duration (s)	162.35 ± 25.93	178.81 ± 32.51	157.83 ± 29.50	140.30 ± 46.91
Open/total ratio (%)				
Entries	25.02 ± 3.98	25.22 ± 5.90	28.59 ± 4.75	30.72 ± 6.05
Duration	32.23 ± 9.06	27.70 ± 8.95	33.39 ± 6.06	40.52 ± 15.60
Day 2				
Open arms				
Entries *	6.00 ± 3.66	3.50 ± 1.78	5.10 ± 3.34	10.50 ± 5.28
Duration (s) *	30.66 ± 17.24	23.81 ± 10.14	34.48 ± 18.99	74.45 ± 38.66
Enclosed arms				
Entries	12.73 ± 4.96	8.08 ± 2.02	9.90 ± 6.01	11.00 ± 4.64
Duration (s) *	236.61 ± 29.45	248.44 ± 16.09	236.21 ± 35.30	180.15 ± 53.59
Open/total ratio (%)				
Entries	15.27 ± 4.88	15.09 ± 4.56	18.52 ± 7.90	24.54 ± 5.41
Duration*	10.22 ± 5.75	7.94 ± 3.38	11.49 ± 6.33	24.82 ± 12.89

#### 3.1.2 Spatial learning and memory

The results of the Morris water maze test are shown in **Figure 3**. In the acquisition phase, significant day effects were observed for both path lengths (F(4,156)=36.556, P = 0.000) and escape latencies (F(4,156)=33.263, P = 0.000), indicating learning over time. Nevertheless, Tg-SwDI mice had longer latencies than Non-Tg mice (F(1,39)=5.693, P = 0.022, **Figure 3B**), suggesting that the APPSwDI transgene decreased learning ability in mice. In addition, there are APPSwDI transgene x miR34a x day interactions in path lengths (F(4,156)=2.662, P = 0.041, **Figure 3A**) and latencies (F(4,156)=2.863, P = 0.029, **Figure 3B**), mostly due to slower acquisition on the part of miR-34a KO Tg-SwDI mice on days 2 to 4. But during the probe trial, the percentage of time spent in the correct quadrant for miR-34a KO mice was greater than that of miR-34a WT mice in both Non-Tg group (P = 0.033, **Figure 3C**) and Tg-SwDI group (P = 0.026, **Figure 3C**). On the contrary, no intergroup differences occurred when the platform became visible (MiR-34a^+/+^ Non-Tg: 392.14 ± 200.39 cm, 25.49 ± 12.32 seconds; miR-34a^-/-^ Non-Tg: 464.14 ± 241.87 cm and 34.19 ± 22.45 seconds; miR-34a^+/+^ Tg-SwDI: 466.85 ± 158.05 cm and 32.92 ± 10.63 seconds; miR-34a^-/-^ Tg-SwDI: 480.45 ± 298.55 cm and 42.79 ± 34.56 seconds, shown as path lengths and latencies, respectively). These results indicate that miR-34a KO improves spatial long-term memory in mice and Tg-SwDI mice show learning deficits in the Morris water maze at 12 to 13 months of age.

**Figure 3:**
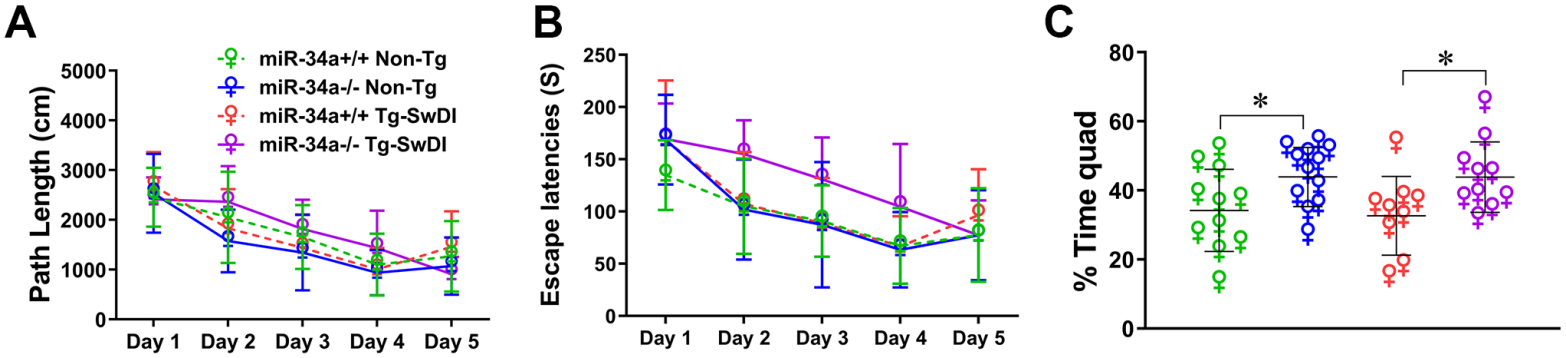
Effects of miR-34a KO (miR-34a^-/-^) on cognitive function in Morris water maze. Total path lengths (cm) per day **(A)**, Total escape latencies per day (s) **(B)**, and Percentages of time spent in the target quadrant in which the hidden platform were previously placed are shown as mean ± SD **(C)**. Data was analyzed by 2 x 2 x 5 ANOVAs with repeated measures on the day factor for **(A, B)** and analyzed by one-way ANOVA and *Post-hoc* LSD tests were used for **(C)**. (miR-34a^+/+^ Non-Tg: n=11, miR-34a^-/-^ Non-Tg: n=12, miR-34a^+/+^ Tg-SwDI: n=9, miR34a^-/-^ Tg-SwDI: n=10, *P < 0.05).

### 3.2 MiR-34a KO decreased the ratio of insoluble Aβ42 to Aβ40 in cerebral cortex in Tg-SwDI mice

Tg-SwDI mice primarily exhibit amyloid deposition in the subiculum and dentate gyrus (51) To determine if miR-34a KO influences Aβ pathology, we evaluated Aβ deposition in the dentate gyrus of 13-month-old Tg-SwDI mice by immunohistochemistry using 6E10 and 4G8 antibodies (**Figures 4A, B**). The Aβ loads were indicated by average percentages of area showing Aβ immunoreactivity in the polymorph layer of the dentate gyrus (**Figure 4C**). No difference was found in Aβ loads by immunohistochemistry between miR-34a KO and WT Tg-SwDI mice.

**Figure 4:**
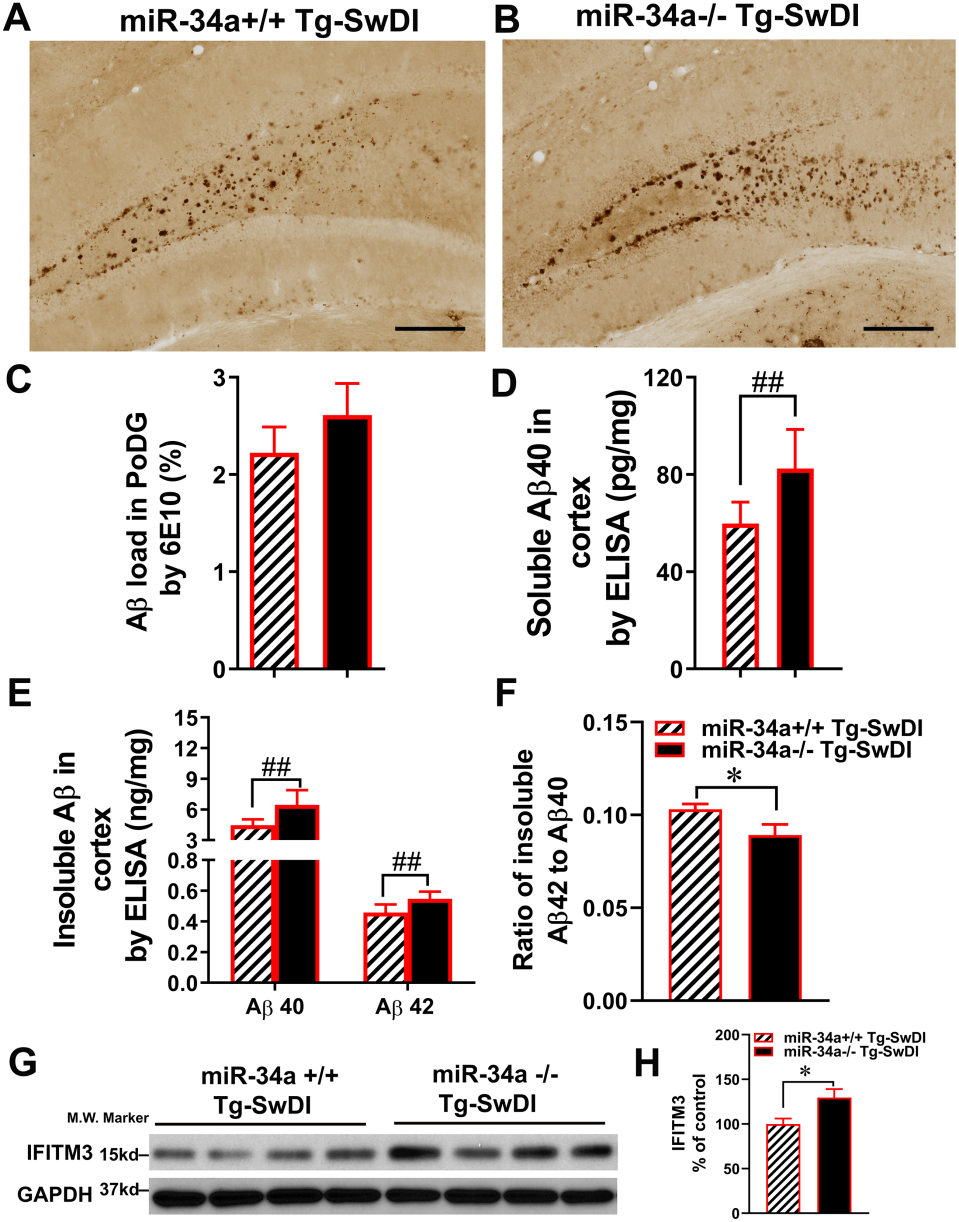
Effects of miR-34a KO (miR-34a^-/-^) on Aβ load and APP processing in the brain. Detection of Aβ deposits by immunohistochemistry with anti-Aβ antibody, 6E10 in miR-34a^+/+^**(A)** and miR-34a^-/-^**(B)** Tg-SwDI mice. Scale bars 200 µm. Average percentages of areas showing Aβ immunereactivity measured by morphometry in the polymorph layer of the dentate gyrus (PoDG) are shown **(C)**. The levels of soluble **(D)** and insoluble **(E)** Aβ40 and Aβ42 in the cerebral cortex were measured by ELISA. Data are shown as mean ± SD. The ratios of insoluble Aβ42 to Aβ40 in the cerebral cortex **(F)**. Effects of miR-34a KO on levels of IFITM3 **(G, H)** in lysates of the cerebral cortex were analyzed by western blotting using anti-ITIFM3 antibody **(G)**, and bar graph represents the results of densitometric analysis of IFITM3 **(H)** after normalizing with GAPDH levels. Data was analyzed by independent T-test. **(A-F)** miR-34a^+/+^ Tg-SwDI: n=9, miR34a^-/-^ Tg-SwDI: n=10, *P < 0.05, #P < 0.01 and ##P < 0.001; G and H: n=4/group, *P < 0.05).

The amounts of buffer soluble and insoluble Aβ40 and Aβ42 in the cerebral cortex were determined by ELISA. MiR-34a KO significantly increased soluble Aβ40 in the cortex in Tg-SwDI mice (59.87 ± 8.78 vs 82.45 ± 16.14 pg/mg protein, P = 0.0006, **Figure 4D**). Insoluble Aβ40 and Aβ42 significantly increased in the cortex in miR-34a KO Tg-SwDI mice (6.44 ± 1.14 and 0.55 ± 0.05 ng/mg wet weight, respectively) compared with miR-34a WT Tg-SwDI mice (4.47 ± 0.58 and 0.46 ± 0.05 ng/mg wet weight, respectively, P = 0.0005 for Aβ40 and P = 0.0007 Aβ42, **Figure 4E**). It has been shown that the higher ratio of Aβ42/Aβ40 drives Aβ mixtures into neurotoxic oligomeric assemblies (52, 53). Because Aβ42 in the buffer-soluble fraction of Tg-SwDI mice at 13 months of age is undetectable by ELISA, we determined the Aβ42/Aβ40 ratio of buffer-insoluble Aβ in the cortex of Tg-SwDI mice. The cortical insoluble Aβ42/Aβ40 ratio in miR-34aKO mice (0.089 ± 0.018) is significantly lower than that (0.103 ± 0.009) in miR-34a WT Tg-SwDI mice (**Figure 4F**, P = 0.037).

Because miR-34a KO increased levels of cerebral Aβ as well as mRNA levels of IFITM3 (See below) in Tg-SwDI mice and because IFITM3 can enhance γ-secretase activity, expression levels of IFITM3 in the cerebral cortex were analyzed by western blotting using anti-IFITM3 antibody (54). The protein expression levels of IFITM3 in the cerebral cortex in miR-34a KO Tg-SwDI mice were significantly higher than those in miR-34a WT Tg-SwDI mice (**Figures 4G, H**, P = 0.02).

### 3.3 MiR-34a KO enhanced microglial activation in Tg-SwDI mice

Because Tg-SwDI mice develop Aβ deposition predominantly in the subiculum and dentate gyrus (see **Figures 4A**, also) (51), we further investigated glial activations in the dentate gyrus of mice (**Figure 5**). IBA1 immunostaining shows that an increased cell body-to cell size ratio is associated with enhanced microglia activation (55). MiR-34a KO significantly increased the total number of IBA1-immunoreactive microglia in the dentate gyrus in Tg-SwDI mice (**Figures 5A–C**, P = 0.0005, Scale bar: 50µm), as well as microglial cell body to cell size ratios by morphometric analysis (**Figure 5D**, P = 0.0002).

**Figure 5:**
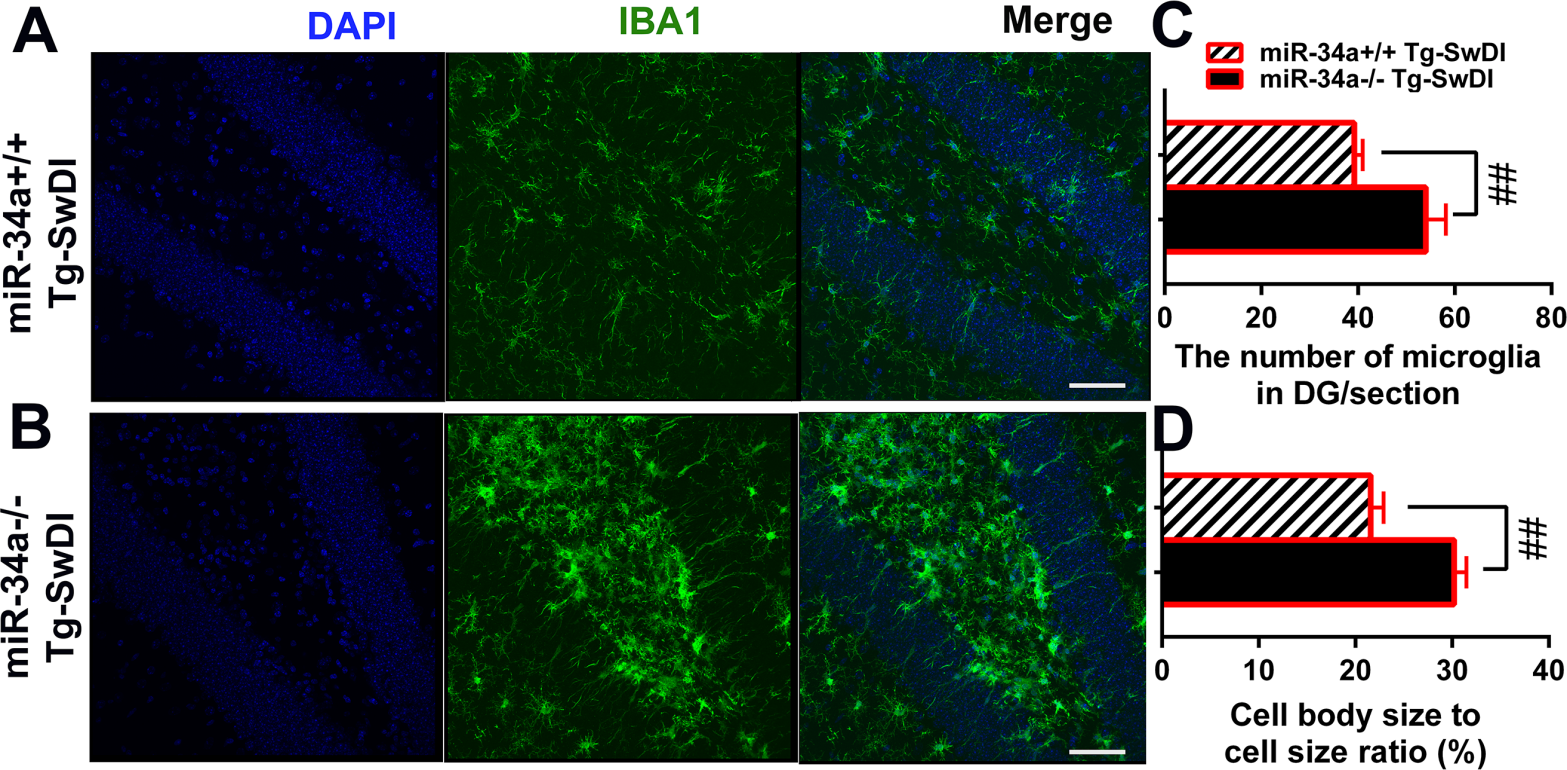
Effect of miR-34a KO on microglia activation by IBA1 staining. Brain sections were subjected to immunofluorescence staining using anti-IBA1 antibody (green) and DAPI staining (blue). The dentate gyrus from miR-34a^+/+^**(A)** and miR-34a^-/-^**(B)** Tg-SwDI mice are shown. Scale bars 50 µm. The total number of microglia/35 µm thick section **(C)** and the ratio of microglial cell body to cell size **(D)** in the dentate gyrus were determined. Data was analyzed by independent T-test. (miR-34a^+/+^ Tg-SwDI: n=9, miR34a^-/-^ Tg-SwDI: n=10, ##P < 0.001).

To elucidate the role of miR-34a in hippocampal transcriptomics, we conducted bulk RNA sequencing of hippocampal tissue isolated from mice. 

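RNA from the left hippocampus of 20 female mice aged 12 to 13 months was sequenced as stranded mRNA libraries, with 5 mice in each of 4 groups. The groups were miR-34a WT Non-Tg, miR-34a KO Non-Tg, miR-34a WT Tg-SwDI and miR-34a KO Tg-SwDI, and single mice are named by group and by the number in the library label. The authors deposited the number of reads that FeatureCounts assigned to each ENSEMBL gene after alignment to mm10 with STAR, as raw read counts without normalization. Counts on genes summed to between 19549622 and 21066868 per mouse. The median total was 20732181 in WT Non-Tg, 20785712 in KO Non-Tg, 20679200 in WT Tg-SwDI and 20164439 in KO Tg-SwDI mice. Of 39056 genes in the table, 28691 had at least 1 count in the 20 mice. Symbols and positions came from the GENCODE M21 annotation of mm10, which matched 38872 of the gene identifiers (99.5%). Genes with near-identical copies, such as Oas1a, Ifit3, Ifitm3, Mx1, Gbp2 and the Ifi200 family, are uncertain, since the paper's text does not name how reads matching several genes were counted.

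The sex and transgene labels were checked first. Xist lay between 326 and 666 CPM over the 20 mice, and Ddx3y, Uty, Kdm5d and Eif2s3y had at most 2 counts in any mouse. Thy1, whose promoter drives the transgene, lay between 685 and 769 CPM in the Non-Tg mice and between 1905 and 3318 CPM in the Tg-SwDI mice. The microRNA itself was not analysed here. Gm13067, a lincRNA gene on chromosome 4 from 150049013 to 150056976 that was picked after its values were seen, had 3 to 11 counts in each KO mouse and 0 to 3 in each WT mouse.

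Counts were normalized by TMM, and 16107 genes passed edgeR's filterByExpr (minimum count 10, minimum total 15). All 20 mice were fitted together with edgeR's quasi-likelihood test, and a gene was called a DEG at a Benjamini-Hochberg adjusted p (FDR) under 0.05 over the genes tested. The paper compared pairs of groups by edgeR's exactTest. The notes in Supplementary Table 1 give a common dispersion for each comparison and leave out features with low expression, without naming a threshold. The exactTest was set in advance as an alternative with the dispersions of all 20 mice, and versions with the dispersions of the 10 compared mice, which are nearer to those notes, were added after the paper's values and the data had been seen. Log2 fold changes are KO over WT, or Tg-SwDI over Non-Tg. Where a range of adjusted p-values is given, it covers the alternatives set in advance for that gene and those with 1 mouse left out. Of those chosen after seeing the data, it covers the exactTest on the compared mice without the filter, with common and tagwise dispersions. It also covers choroid plexus expression as a covariate and the removal of each library's trend on GC content and length. It leaves out the other versions of the exactTest and the fit with the replicate number as a block. Exact permutation tests between groups of 5 mice were two-sided, and the smallest p they can give is 0.00794.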

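Apoe, Tyrobp, B2m, Ctsb, Trem2, Clec7a, Axl and Csf1 were compared between the 5 KO and the 5 WT Tg-SwDI mice, with adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Trem2 (ENSMUSG00000023992, chromosome 17, 48346401 to 48354147) was at 94.2 ± 13.7 CPM (SD, n = 5) in KO and 67.7 ± 5.85 CPM (SD, n = 5) in WT mice, a log2 fold change of 0.48 (standard error 0.08, adjusted p = 0.00415). Axl (ENSMUSG00000002602, chromosome 7, 25757273 to 25788705) was at 112 ± 9.30 CPM (SD, n = 5) in KO and 80.5 ± 4.13 CPM (SD, n = 5) in WT mice, a log2 fold change of 0.48 (standard error 0.07, adjusted p = 0.000673). The log2 fold change was 0.76 (standard error 0.14, adjusted p = 0.0106) for B2m and 0.29 (standard error 0.05, adjusted p = 0.00182) for Ctsb. Every KO mouse lay above every WT mouse for these 4 genes, and they stayed DEGs with each mouse left out. Apoe at 0.28 (standard error 0.06, adjusted p = 0.0156), Csf1 at 0.41 (standard error 0.09, adjusted p = 0.0166) and Tyrobp at 0.40 (standard error 0.09, adjusted p = 0.0229) were also DEGs. Without WT Tg-SwDI replicate 7, their adjusted p-values from the same edgeR test were 0.0594, 0.0608 and 0.0763, and without WT Tg-SwDI replicate 3 that of Tyrobp was 0.0675. Over the edgeR and DESeq2 alternatives the adjusted p ranged from 0.000526 to 0.0920 for Apoe, 0.00121 to 0.0719 for Csf1 and 0.00324 to 0.0763 for Tyrobp. With the GC content and length trend of each library removed, a setting chosen after seeing the data, the edgeR adjusted p was 0.0738 for Apoe and 0.0667 for Tyrobp. Clec7a was not a DEG at 0.61 (standard error 0.20, adjusted p = 0.117), with a range of 0.00168 to 0.231 over the edgeR and DESeq2 alternatives. All 8 genes were higher in KO mice. 7 were DEGs over all genes tested and 8 when adjusted over the list alone, which is not independent evidence because the study chose these genes on the same mice. The quasi-likelihood fit of these 10 mice alone called 4, and the fit without WT Tg-SwDI replicate 7 also left 4.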

We found that miR-34a KO significantly increased expression levels of many disease-associated markers (DAM) including Apoe, Tyrobp, B2m, Ctsb, Trem2, Clec7a, Axl, and Csf1 (**Figure 6A**, *Q < 0.05, ##Q < 0.001), suggesting that miR-34a KO increased activated microglia with expression profiles of DAM in Tg-SwDI mice. Additionally, miR-34a KO increased markers of homeostatic microglia, including C1q and CSF1R (**Figure 6A**, *Q < 0.05, and ##Q < 0.001). 

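Csf1r (ENSMUSG00000024621, chromosome 18, 61100598 to 61132149) was at 276 ± 18.7 CPM (SD, n = 5) in KO and 187 ± 14.0 CPM (SD, n = 5) in WT Tg-SwDI mice, a log2 fold change of 0.56 (standard error 0.08, adjusted p = 0.000673) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It remained a DEG with each mouse left out. In the 2 Non-Tg groups it was at 105 ± 7.69 CPM (SD, n = 5) in KO and 105 ± 15.4 CPM (SD, n = 5) in WT mice. The difference between the KO effects in Tg-SwDI and Non-Tg mice, the interaction term of the same edgeR fit, was a log2 of 0.56 (standard error 0.11, adjusted p = 0.0199). Without KO Non-Tg replicate 7 that edgeR adjusted p was 0.0513, within 0.000685 to 0.0513 over the alternatives. The edgeR log2 fold changes between KO and WT Tg-SwDI mice were 0.48 (standard error 0.09, adjusted p = 0.00922) for C1qc, 0.53 (standard error 0.10, adjusted p = 0.0144) for C1qb and 0.40 (standard error 0.13, adjusted p = 0.114) for C1qa. C1qb lost its call without WT Tg-SwDI replicate 7 (edgeR adjusted p = 0.0523, with a range of 3.1e-05 to 0.0523 over the alternatives). C1qa was a DEG by DESeq2 (adjusted p = 0.0298) and by edgeR's exactTest (0.0397), with a range of 0.0298 to 0.259 over the alternatives.

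A score over 14 homeostatic microglia genes, the mean log2 CPM centred on all 20 mice, was 0.69 ± 0.15 (SD, n = 5) in KO and 0.37 ± 0.10 (SD, n = 5) in WT Tg-SwDI mice. The difference of 0.31 had p = 0.00794 by the exact permutation test, with all 5 KO mice above all 5 WT mice. Adjusted over the 48 score comparisons made, this p was 0.0635. Of the 14 genes, 5 were DEGs over all genes tested and 13 when adjusted over the list alone.

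**Figure D1:**
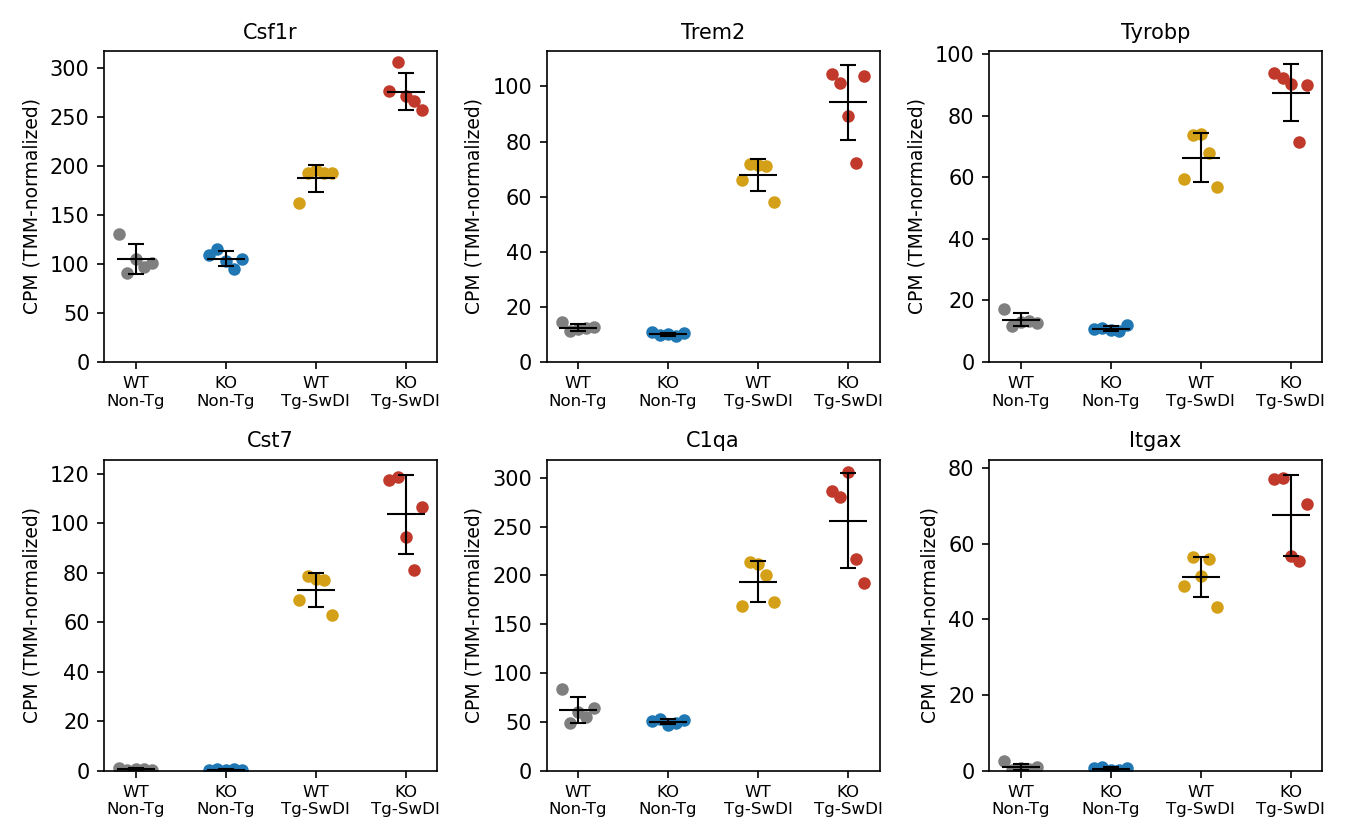
CPM per mouse of Csf1r, Trem2, Tyrobp, Cst7, C1qa and Itgax in the 4 groups, with 1 point per mouse and the mean and SD of each group. The 5 KO Tg-SwDI mice lie at 257 to 307 CPM of Csf1r and the 5 WT Tg-SwDI mice at 162 to 196 CPM.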

Because CSF1R signaling stimulates microglial proliferation and survival and because CSF1R is an experimentally validated target of miR-34a (**Figure 6B**) (56–58), we determined protein expression levels of cerebral CSF1R by western blotting in miR-34a KO and miR-34a WT Tg-SwDI mice. There was a large increase in CSF1R in miR-34a KO Tg-SwDI mice compared with miR-34a WT Tg-SwDI mice (**Figure 6C**, P = 0.0005), suggesting that increased CSF1R signaling in miR-34a KO mice may induce microglia proliferation and activation in response to Aβ accumulation.

**Figure 6:**
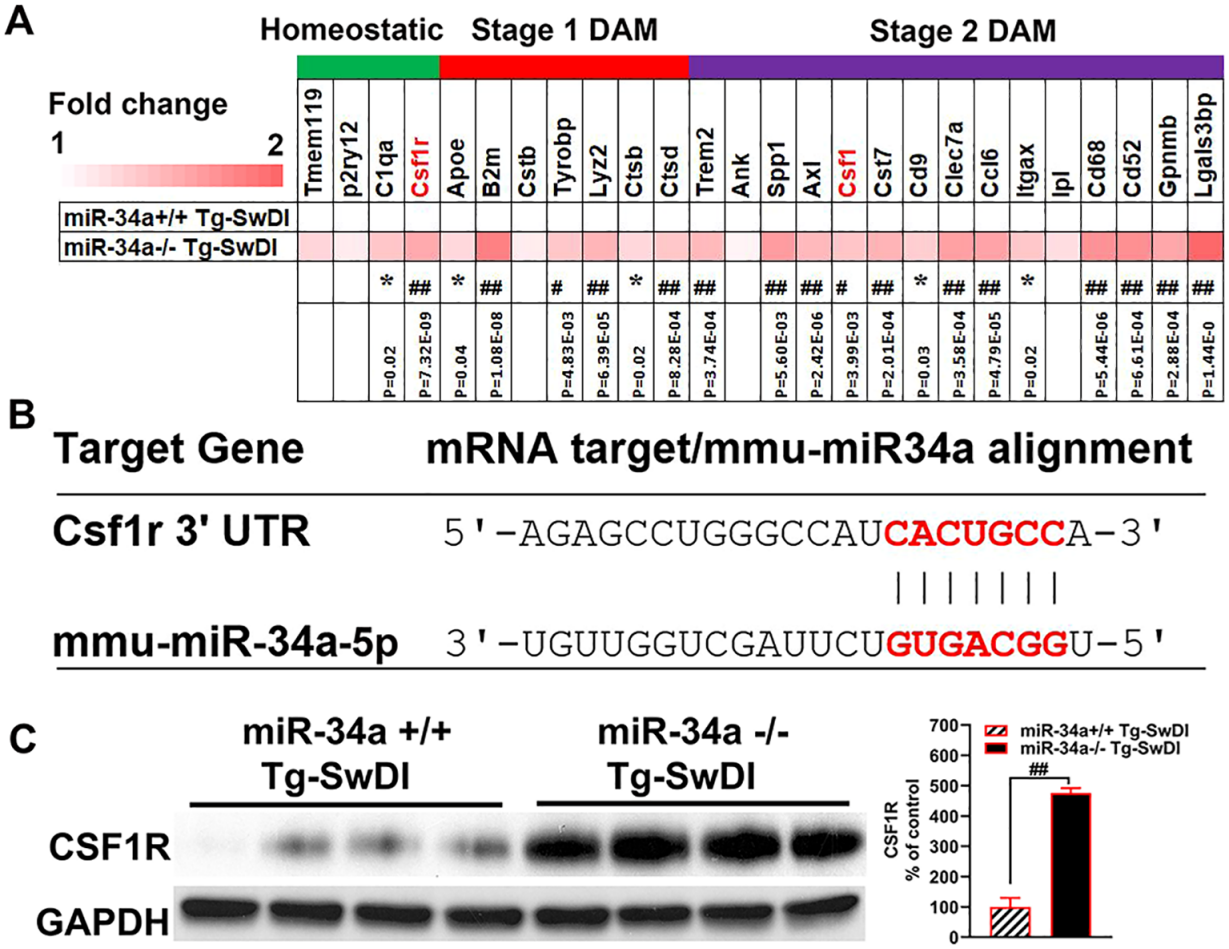
Effects of miR-34a KO on expression levels of homeostatic and DAM genes. Expression levels (Heatmap) of marker genes for three different microglial stages (homeostatic, stage 1 DAM, and stage 2 DAM) are shown as fold changes miR-34a^-/-^ to miR-34a^+/+^ Tg-SwDI mice, based on bulk RNAseq of the hippocampus **(A)**. (n=5/group, *Q < 0.05, ##Q < 0.001) Sequence alignment of the mature miR-34a with CSF1R 3’ untranslated region (3’UTR). The seed sequences and target mRNA are highlighted in red **(B)**. Effects of miR-34a KO on levels of CSF1R in lysates of the cerebral cortex were analyzed by western blotting using CSF1R antibody **(C)** and bar graph represents the results of densitometric analysis of CSF1R after normalizing with GAPDH levels. Data was analyzed by independent T-test. (n=4/group, ##P < 0.001).

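In GENCODE M21, the 3'UTR of the Csf1r transcript ENSMUST00000115268.3 is 1669 bases long and lies in exon 21 of 21. It holds 1 match to the miR-34a seed, an 8mer site on chromosome 18 of mm10 from 61130660 to 61130667 on the plus strand, which starts at position 180 of the 3'UTR. The transcript sequence around it is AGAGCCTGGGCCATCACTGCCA.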

### 3.4 MiR-34a KO activated type I interferon signaling in Tg-SwDI mice revealed by RNA-seq analysis

Compared with their Non-Tg littermates, the numbers of differentially expressed genes (DEGs) with the false discovery rate (FDR) < 0.05 cut off are 2,178 and 796 for miR-34a KO and miR-34a WT Tg-SwDI mice, respectively (**Supplementary Table 1**). Thus, miR-34a KO almost tripled the number of DEGs in Tg-SwDI mice. 

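Between KO Tg-SwDI and KO Non-Tg mice, 3351 of the 16107 genes tested were DEGs by edgeR's quasi-likelihood test, and 1898 of these had no overlap between the 5 mice of each group. Between WT Tg-SwDI and WT Non-Tg mice, 710 genes were DEGs, 604 of them without overlap. At an unadjusted p under 0.05 there were 5388 genes in KO and 2448 in WT mice, where chance would give 805. The alternatives set in advance gave between 2435 DEGs (the 10 mice alone) and 3617 (DESeq2) in KO mice. In WT mice they gave between 651 (library size alone as normalization) and 946 (the 10 mice alone). With the expression of choroid plexus genes in each library as a covariate, a setting chosen after seeing the data, 1222 genes were DEGs in KO mice. Removing each library's trend on GC content and length, also chosen after seeing the data, gave 4443 there. With 1 mouse left out, the count lay between 2495 and 3735 in KO mice and between 537 and 891 in WT mice.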

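The ratio of these DEG numbers, KO over WT, was 4.72. The alternatives set in advance gave ratios between 2.57 (the 10 mice alone) and 5.33 (library size alone as normalization). Among settings chosen after seeing the data it was 2.68 to 2.77 by edgeR's exactTest on the 10 mice, 1.76 with the choroid plexus covariate and 6.17 with the GC content and length trend removed. Of the DEGs, 619 were called in both KO and WT mice, 617 of them in the same direction, 2732 in KO mice alone and 91 in WT mice alone. Whether the response to the transgene differed by miR-34a genotype was tested by the interaction term, which is past the FDR of 0.05 for 97 of the 3351 genes.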

Of the 2,178 DEGs in miR-34a KO Tg-SwDI mice, 1,684 were up-regulated and 494 were down-regulated, and of the 796 DEGs in miR-34a WT Tg-SwDI mice, 677 were upregulated and 119 were down-regulated. 

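In KO mice 2013 DEGs were higher and 1338 were lower in Tg-SwDI than in Non-Tg mice, and in WT mice 635 were higher and 75 were lower. Of the 1338 lower genes in KO mice, 149 were DEGs with the choroid plexus covariate, against 1060 of the 2013 higher genes. More genes were lower than higher in KO mice with library size alone as normalization (1675 higher and 1792 lower) and, chosen after seeing the data, with the GC content and length trend removed (1503 higher and 2940 lower). Among DEGs without overlap between the groups, the 5 largest changes in KO mice were in Atp6v0d2, Cst7, Itgax, Ctse and Clec7a. Their log2 fold changes from edgeR lay between 5.96 for Clec7a and 8.86 for Atp6v0d2. In WT mice the 5 largest were Cst7, Atp6v0d2, Itgax, Ctse and Pdcd1, between 4.81 for Pdcd1 and 7.04 for Cst7. Atp6v0d2 had at most 2 counts in any Non-Tg mouse, so its fitted change depends on the prior count. Cst7 was at 104 ± 16.1 CPM (SD, n = 5) in KO Tg-SwDI and 0.402 ± 0.136 CPM (SD, n = 5) in KO Non-Tg mice.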

When miR-34a KO Tg-SwDI mice were compared with miR-34a WT Tg-SwDI mice, 268 genes were found to be DEGs (FDR < 0.05) with 252 up- and 16 down-regulated genes. 

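In KO against WT Tg-SwDI mice, 320 genes were DEGs by edgeR's quasi-likelihood test, 239 higher and 81 lower. In 200 of them the 5 KO and the 5 WT mice did not overlap. At an unadjusted p under 0.05 there were 3052 genes. The count depended on the test and on single mice. DESeq2 gave 733 DEGs, edgeR's exactTest on the same genes 565 and the quasi-likelihood fit of these 10 mice alone 58. With library size alone as normalization there were 217, 102 higher and 115 lower. The count of 320 fell to 133, 124, 189 and 78 without WT Tg-SwDI replicates 3, 5, 6 and 7 and to 210 without KO Tg-SwDI replicate 3, and rose to 701 without KO Tg-SwDI replicate 2. Across genes, the log2 fold change was correlated with GC content (Spearman's rho 0.33) and with exonic length (rho -0.19), and genes are not independent replicates. With the GC content and length trend of each library removed, a setting chosen after seeing the data, 147 genes were DEGs, 123 of them among the 320. Of the 239 higher genes 102 were still called, and of the 81 lower genes 21.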

Compared with miR-34a WT Non-Tg mice, a total of 108 genes in miR-34a KO Non-Tg mice were identified as DEGs with 21 up- and 87 down-regulated. Consequently, miR-34a KO increases the number and expression levels of up-regulated genes in Tg-SwDI mice but reverses the number and expression levels of up-regulated genes in Non-Tg littermates. These results indicate that hippocampal miR-34a regulates expression of a small number of genes under normal conditions but regulates expression of a large number of genes in response to AD-like brain changes. This suggests that miR-34a may play an important role in modulating hippocampal gene expression and, ultimately, phenotypic manifestation in AD. 

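In KO against WT Non-Tg mice, 0 genes were DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where the lowest adjusted p was 0.259. At an unadjusted p under 0.05 there were 1302 genes. DESeq2 gave 7 DEGs, edgeR's exactTest 4 on the same genes and 6 without the filter, and the quasi-likelihood test 1 without the filter and 1 on these 10 mice alone. It gave 1 without WT Non-Tg replicate 6 and 3 without WT Non-Tg replicate 7. After the paper's numbers had been seen, 8 further versions of the exactTest were run, which gave between 6 and 134 DEGs. With dispersions from these 10 mice and no filter there were 90 DEGs, 68 of them lower in KO mice, and with the filter applied to these 10 mice there were 114. Of the 68 genes lower without the filter, 13 belong to a list of 15 choroid plexus genes set in advance, such as Ttr. Ttr was at 29.8 to 3898 CPM in the 5 WT Non-Tg mice and at 31.4 to 277 CPM in the 5 KO Non-Tg mice.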

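The 239 genes higher in KO than in WT Tg-SwDI mice had a median log2 fold change of 0.40 there. In Non-Tg mice, 66 of these genes were higher and 173 lower in KO mice, with a median of -0.06. Over all genes tested, GC content and the log2 fold change had a Spearman's rho of 0.33 in Tg-SwDI and -0.23 in Non-Tg mice. For the interaction of transgene and miR-34a it was 0.36. A GC content trend of opposite sign could thus contribute to the lower values in Non-Tg mice, and was not removed from them. The 81 lower genes had a median of -0.24 in Tg-SwDI mice, and 53 of them were higher and 28 lower in KO Non-Tg mice, with a median of 0.03. The genes were chosen for their direction in Tg-SwDI mice, so their values there are not a separate measurement.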

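The interaction of transgene and miR-34a tests the difference between the KO effects in Tg-SwDI and Non-Tg mice. By edgeR's quasi-likelihood test 98 genes were past the FDR of 0.05 for it, 69 with a higher KO effect in Tg-SwDI mice and 29 with a lower one, and 2821 at an unadjusted p under 0.05. Of the 320 DEGs between KO and WT Tg-SwDI mice, 70 were among the 98. DESeq2 gave 482 genes, edgeR's likelihood ratio test 329 and library size alone as normalization 59. Removing the GC content and length trend, after seeing the data, left 32, 30 with a higher KO effect in Tg-SwDI mice and 2 with a lower one. Of the 69 genes with a higher effect 29 were still called, and of the 29 with a lower one 2. Leaving out 1 mouse moved the count in all 4 groups. It was 26, 170 and 36 without WT Non-Tg replicates 2, 3 and 4, and 43, 14 and 51 without KO Non-Tg replicates 4, 7 and 8. Without WT Tg-SwDI replicates 3, 5 and 7 it was 46, 64 and 31, and without KO Tg-SwDI replicates 1, 2, 3 and 8 it was 151, 500, 64 and 209. From the numbers of DEGs and the number and expression levels of up-regulated genes, the paper reasons that hippocampal miR-34a regulates few genes under normal conditions and many in response to AD-like brain changes.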

DEGs were subjected to the Enrichr database. When a paired-wise comparison was made between miR-34a KO Tg-SwDI and miR-34a WT Tg-SwDI mice, type I interferon signaling pathway and cellular response to type I interferon were ranked at top 1 sets based on GO-BP (gene ontology biological process) (**Figure 7A**, **Supplementary Table 2**). 

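For the type I interferon signaling pathway and for the cellular response to type I interferon, the paper's Supplementary Table 2 lists 19 genes each, of which 18 passed the filter on low counts. All 18 were higher in KO than in WT Tg-SwDI mice, with a median log2 fold change of 0.92. By edgeR's quasi-likelihood test 8 of them were DEGs over all genes tested, and 18 when adjusted over the list alone. For the defense response to virus, 12 of 23 genes tested were DEGs, for the defense response to symbiont 12 of 22, for the response to interferon-alpha 4 of 7, for synapse pruning 4 of 6 and for the response to type I interferon 1 of 4. Regulation of hippocampal neuron apoptotic process had 3 DEGs of 3 genes, regulation of microglial cell mediated cytotoxicity 2 of 3 and negative regulation of plasminogen activation 1 of 3. The lists are the overlaps with the paper's own DEGs, so they were chosen on these mice and are not independent evidence, and Enrichr was not run again.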

Activation of the type I IFN pathway in miR-34a KO Tg-SwDI was clearly highlighted by the volcano plot based on DEGs compared to miR-34a WT Tg-SwDI mice (**Figure 7B**). Thus, miR-34a KO induced type I interferon (IFN) signaling in Tg-SwDI mice with significant Q-values (**Supplementary Table 3**). 

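Of the 22 genes named in the volcano plot, 19 passed the filter on low counts and all 19 were higher in KO mice, with log2 fold changes between 0.40 and 2.14. By edgeR's quasi-likelihood test 10 were DEGs over all genes tested and 19 when adjusted over these genes alone, which the study picked on the same mice. DESeq2 called 19, and the quasi-likelihood fit of these 10 mice alone called 5. Among DEGs without overlap between the groups, the 5 largest changes were in Ifi207, Oasl2, Serpina3i, Gkn3 and Tgm1. Their edgeR log2 fold changes were 1.87 (standard error 0.39, adjusted p = 0.0185), 1.66 (standard error 0.37, adjusted p = 0.0323), 1.43 (standard error 0.32, adjusted p = 0.0215), 1.21 (standard error 0.23, adjusted p = 0.00701) and 1.18 (standard error 0.21, adjusted p = 0.00635). Without WT Tg-SwDI replicate 3, the edgeR adjusted p was 0.0521 for Ifi207, 0.0850 for Oasl2 and 0.0623 for Serpina3i. Ifi207 also lost its call without WT Tg-SwDI replicate 7 (edgeR adjusted p = 0.0594). For Oasl2 the edgeR adjusted p was 0.0541, 0.0814, 0.0510 and 0.0796 without WT Tg-SwDI replicates 4, 5, 6 and 7, and 0.0550 and 0.0608 without KO Tg-SwDI replicates 3 and 5. For Serpina3i it was 0.0705 and 0.0509 by edgeR without WT Tg-SwDI replicates 5 and 6, and 0.0524 without KO Tg-SwDI replicate 3. Over the edgeR and DESeq2 alternatives the adjusted p ranged from 6.4e-08 to 0.0594 for Ifi207, 3.5e-06 to 0.123 for Oasl2 and 0.000664 to 0.0705 for Serpina3i, for which DESeq2 gave no adjusted p.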

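Ifnar2, Stat2, Oas1a, Oas2, Oas3, Irf7, Gbp2, Isg15 and Irf9 were compared between KO and WT Tg-SwDI mice by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Stat2 (ENSMUSG00000040033, chromosome 10, 128270559 to 128292849) was at 33.8 ± 6.60 CPM (SD, n = 5) in KO and 25.5 ± 1.21 CPM (SD, n = 5) in WT mice. Its edgeR log2 fold change was 0.41 (standard error 0.09, adjusted p = 0.0232), and those of Ifnar2 and Irf9 were 0.40 (standard error 0.09, adjusted p = 0.0250) and 0.73 (standard error 0.16, adjusted p = 0.0267). These 3 DEGs depended on single mice. The edgeR adjusted p was 0.0529 for Stat2, 0.0502 for Ifnar2 and 0.0743 for Irf9 without WT Tg-SwDI replicate 5. Without WT Tg-SwDI replicate 7 it was 0.0694, 0.0821 and 0.0796 by the same edgeR test. Stat2 was also lost without WT Tg-SwDI replicate 6 (edgeR adjusted p = 0.0510), and Irf9 without WT Tg-SwDI replicate 3 (0.0553) and KO Tg-SwDI replicate 3 (0.0571). Over the edgeR and DESeq2 alternatives the adjusted p ranged from 0.00189 to 0.123 for Stat2, 0.00457 to 0.106 for Ifnar2 and 0.000581 to 0.0796 for Irf9.

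Oas1a (ENSMUSG00000052776, chromosome 5, 120896256 to 120907521) was at 2.30 ± 1.21 CPM (SD, n = 5) in KO and 0.910 ± 0.102 CPM (SD, n = 5) in WT mice, and was not a DEG by the edgeR test at 1.35 (standard error 0.36, adjusted p = 0.0533). Nor were Oas2 at 1.18 (standard error 0.34, adjusted p = 0.0659), Irf7 at 1.54 (standard error 0.43, adjusted p = 0.0712), Isg15 at 1.27 (standard error 0.38, adjusted p = 0.0881) and Gbp2 at 0.89 (standard error 0.31, adjusted p = 0.138). Without KO Tg-SwDI replicate 8, the edgeR adjusted p was 0.00321 for Oas1a, 0.0249 for Oas2, 0.0218 for Irf7 and 0.0154 for Isg15. Without KO Tg-SwDI replicate 2 it was 0.0376, 0.0301, 0.0455 and 0.0370 by the same edgeR test. DESeq2 and edgeR's exactTest on the same genes each called these 4 genes. Their ranges over the alternatives were 0.00321 to 0.124 for Oas1a, 0.0249 to 0.142 for Oas2, 0.000493 to 0.148 for Irf7 and 0.0154 to 0.224 for Isg15. For Gbp2 the range was 0.00893 to 0.252 over the edgeR and DESeq2 alternatives. Oas3 did not pass the filter, with 20 counts over the 5 WT and 82 over the 5 KO Tg-SwDI mice. Without the filter its log2 fold change was 2.08, with an adjusted p of 0.0985 from edgeR's quasi-likelihood test, 0.0477 from its exactTest and 0.00346 from the exactTest on these 10 mice, which was chosen after seeing the data. All 8 genes tested were higher in KO mice, 3 as DEGs over all genes tested and 8 when adjusted over the list alone. The study chose the list on these mice, so the latter is not independent evidence.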

The upregulated DEGs include Ifnar2, Stat2, Oas1a, Oas2, Oas3, Irf7, Gbp2, Isg15, and Irf9, which are commonly involved in NOD-like receptor signaling, double-stranded RNA binding, and RIG-I-like receptor signaling pathways. Because these signaling pathways and the volcano plot (**Figure 7B**) include nucleic acid sensors and because activation of nucleic acid sensors leads to induction of the type I interferon signaling, we compared expression levels of nucleic acid sensors between miR-34a KO and WT Tg-SwDI mice. 

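Tlr3, Ifih1, Ddx58, Ifi204, Ifi209, Ifi211 and Zbp1 were compared in the same way. Ifih1 (ENSMUSG00000026896, chromosome 2, 62595798 to 62646255) was at 13.0 ± 3.25 CPM (SD, n = 5) in KO and 8.22 ± 0.858 CPM (SD, n = 5) in WT Tg-SwDI mice. The edgeR quasi-likelihood test gave log2 fold changes of 0.33 (standard error 0.07, adjusted p = 0.0181) for Tlr3, 0.66 (standard error 0.16, adjusted p = 0.0316) for Ifih1 and 0.71 (standard error 0.18, adjusted p = 0.0496) for Ddx58. Without WT Tg-SwDI replicate 7, the edgeR adjusted p was 0.0594 for Tlr3, 0.0812 for Ifih1 and 0.115 for Ddx58, and without WT Tg-SwDI replicate 5 it was 0.0510, 0.0831 and 0.109. Without WT Tg-SwDI replicate 3 it was 0.0553 for Tlr3 and 0.101 for Ddx58 by edgeR, and without WT Tg-SwDI replicate 4 0.0571 for Ifih1 and 0.0878 for Ddx58. Ifih1 was also lost without WT Tg-SwDI replicate 6 (edgeR adjusted p = 0.0511). Without KO Tg-SwDI replicates 3 and 5 the edgeR adjusted p was 0.0645 and 0.0605 for Ifih1 and 0.0874 and 0.0935 for Ddx58, and without KO Tg-SwDI replicate 1 0.0727 for Ddx58. Over the edgeR and DESeq2 alternatives the adjusted p ranged from 0.00179 to 0.0598 for Tlr3, 0.00105 to 0.0920 for Ifih1 and 0.00284 to 0.118 for Ddx58.

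Ifi204 at 1.10 (standard error 0.34, adjusted p = 0.0899), Ifi209 at 1.34 (standard error 0.44, adjusted p = 0.109) and Zbp1 at 1.32 (standard error 0.39, adjusted p = 0.0747) were higher in KO mice without being DEGs by the edgeR test. Without KO Tg-SwDI replicate 8 their edgeR adjusted p-values were 0.0203, 0.0154 and 0.0115, and over the edgeR and DESeq2 alternatives they ranged from 0.0179 to 0.179, 0.0154 to 0.221 and 0.0115 to 0.170. DESeq2 called Ifi204 and Zbp1 and gave no adjusted p for Ifi209. Ifi211 did not pass the filter, with 27 counts over the 5 WT and 78 over the 5 KO mice. Without the filter its log2 fold change was 1.59, with an adjusted p of 0.0383 from edgeR's quasi-likelihood test, 0.0209 from its exactTest and 0.00364 from the exactTest on these 10 mice. Of the 6 genes tested, 3 were DEGs over all genes and 6 when adjusted over the list alone, a list the study drew from these mice.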

Expression levels of nucleic acid sensors including Tlr3, Ifih1/MDA5, Ddx58/RIG-1, Ifi204, Ifi209, Ifi211, and Zbp1 in miR-34a KO Tg-SwDI mice are significantly higher than those in miR-34a WT Tg-SwDI mice (**Supplementary Table 1**). Importantly, many upregulated genes involved in type I interferon signaling as well as nucleic acid sensors in miR-34a KO Tg-SwDI mice can be targeted by miR-34a and are summarized in **Supplementary Table 3**, suggesting that miR-34a KO may contribute to activation of type I interferon signaling through upregulation of these potential target genes and nucleic acid sensors. Additionally, almost all genes of the core IRM gene signature (59) were upregulated in miR-34a KO Tg-SwDI mice (**Supplementary Table 3**), suggesting that miR-34a KO induced IRMs in Tg-SwDI mice.

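Matches to the miR-34a seed were searched in the annotated 3'UTRs. Of the protein-coding genes tested that have one, 2548 had at least 1 site and 12154 had none, and 2508 pairs were matched on mean expression and 3'UTR length. In KO against WT Tg-SwDI mice, the median log2 fold change of genes with a site exceeded that of matched genes by 0.0171, and in Non-Tg mice by 0.000781. Limma's camera test on ranks, at a preset correlation of 0.01 and two-sided, gave p = 0.111 and 0.952. Other splits of the 10 mice of each comparison gave a difference as large in 1 and 89 of 100, the real one included. Chance in the grouping of the mice is thus unlikely for Tg-SwDI mice and cannot be excluded for Non-Tg mice. In Tg-SwDI mice the largest of the other splits came near, at 0.0162. Camera, which allows for correlation between genes, does not set genes with a site apart, so an effect through seed sites stays open. The pairs were not matched on GC content, whose trend differs between KO and WT Tg-SwDI mice. The difference is therefore not assigned to seed sites. On simulated counts a shift of 0.05, larger than the 0.0171 seen in Tg-SwDI mice, was recovered as 0.0482. Those counts were independent between genes. Of the 53 IRM genes, 7 (Rnf213, Ddx60, Axl, Phf11d, H2-D1, Tor3a and Adar) have at least 1 site, against 17.3% of the 14702 tested protein-coding genes with an annotated 3'UTR. Of the 19 genes listed for the type I interferon signaling pathway and of the 7 sensors named in the paper, 0 have one. Csf1, C1qa and Csf1r have 1 each. Sites outside the 3'UTR or without a full seed match were not searched.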

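The core IRM signature, taken by the paper from the literature, has 53 genes listed in Supplementary Table 3, whose values in the study had been seen before the test. All 53 passed the filter and all 53 were higher in KO than in WT Tg-SwDI mice, with a median log2 fold change of 0.76. As a set they stood apart from the other genes by limma's camera test (p = 4.3e-26 with its preset correlation of 0.01). The call held under fry (p = 0.00183) and under camera with an estimated correlation (p = 0.0293). By edgeR's quasi-likelihood test 17 of the genes were DEGs over all genes tested, and 47 when adjusted over the list alone. DESeq2 called 35, edgeR's exactTest 32 and the quasi-likelihood fit of these 10 mice alone 7. The exactTest with the filter and dispersions of these 10 mice, chosen after seeing the data, called 39, and the quasi-likelihood test with the GC content and length trend removed, chosen in the same way, called 12. With WT Tg-SwDI replicates 3, 4, 5, 6 and 7 left out in turn, 9, 11, 8, 8 and 8 genes were called. With KO Tg-SwDI replicates 1, 3, 5 and 8 left out, 10, 9, 10 and 38 were called, and the last of these moved the count most.

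The IRM score of a mouse, the mean log2 CPM of the 53 genes centred on all 20 mice, was 0.87 ± 0.52 (SD, n = 5) in KO and 0.11 ± 0.09 (SD, n = 5) in WT Tg-SwDI mice. The difference was 0.76, with p = 0.0317 by the exact permutation test and 0.127 when adjusted over the 48 score comparisons. Of the 5 KO mice, 4 lay above all WT mice, and KO Tg-SwDI replicate 8 lay within them at 0.04. Without that mouse the difference was 0.97. With 1 mouse left out it stayed between 0.64 and 0.97, with exact permutation p-values from 0.00794 to 0.0397.

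**Figure D2:**
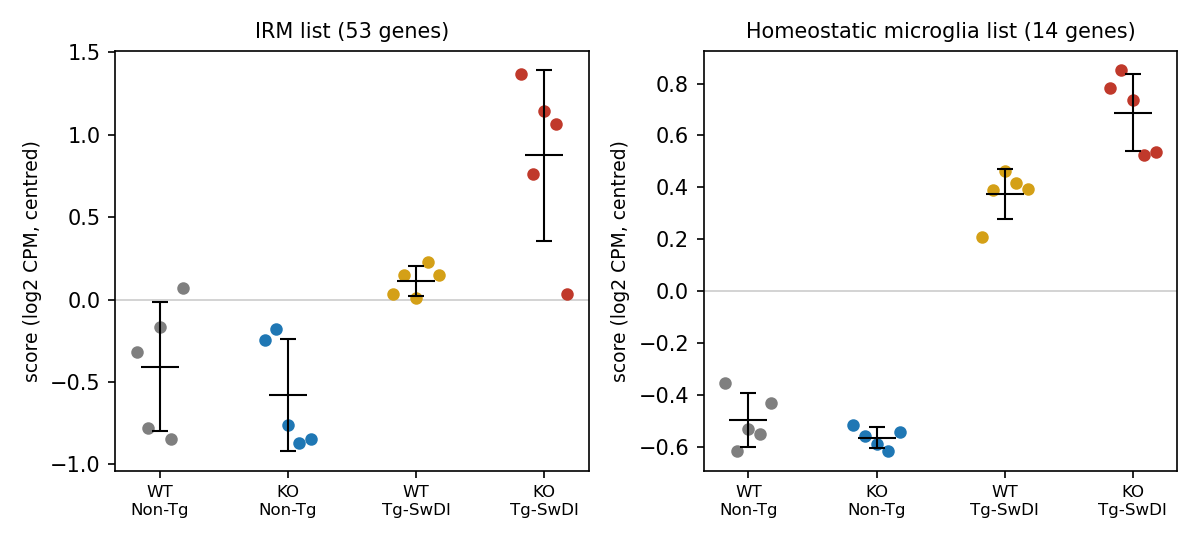
IRM score and homeostatic microglia score (log2) per mouse in the 4 groups, with 1 point per mouse and the mean and SD of each group. Of the 5 KO Tg-SwDI mice, 4 lie between 0.76 and 1.37 on the IRM score and 1 at 0.04, and the 5 WT Tg-SwDI mice lie between 0.01 and 0.23.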

**Figure 7:**
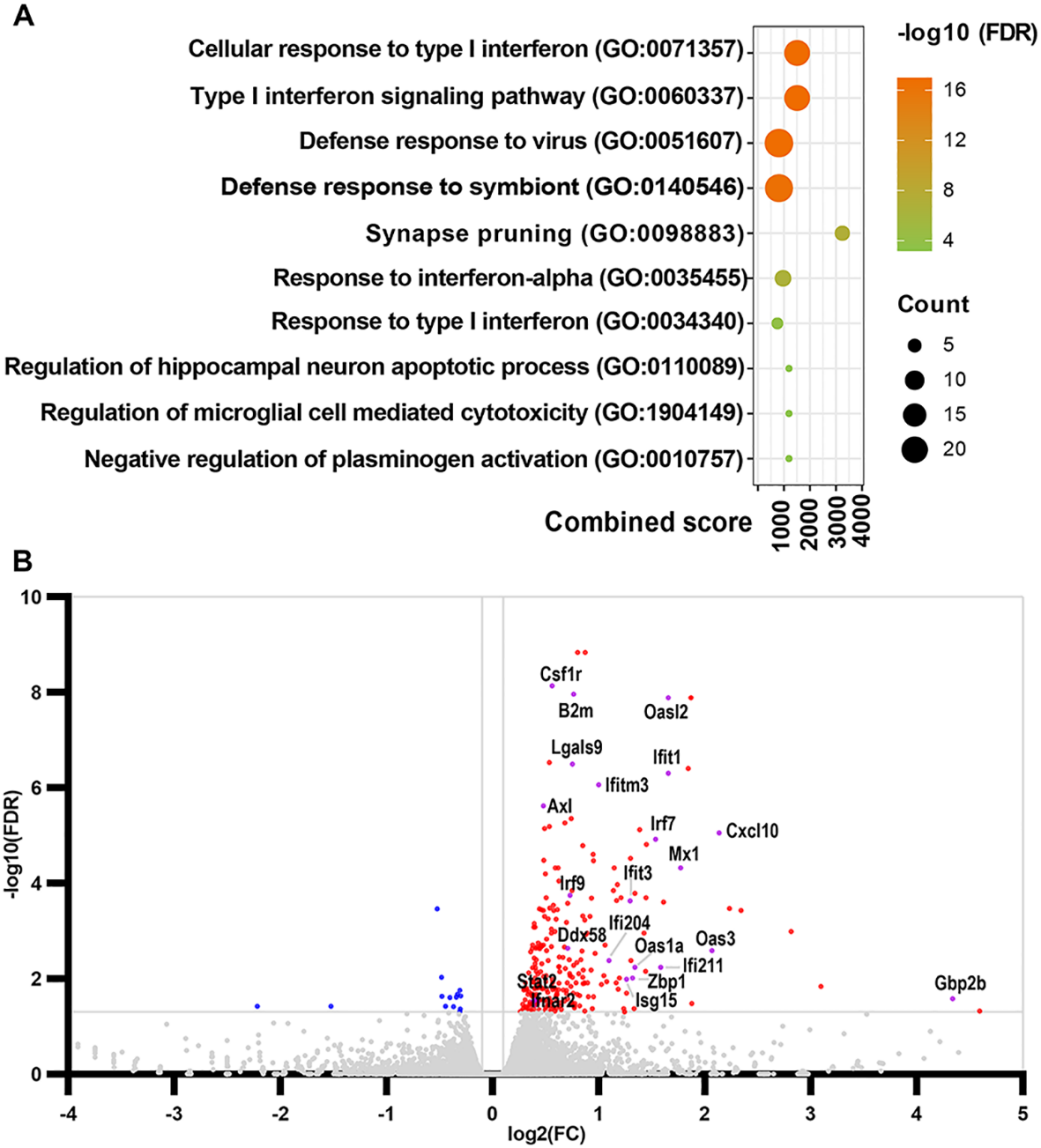
Effects of miR-34a KO on hippocampal transcriptome in Tg-SwDI mice. Bubble plot of GO enrichment analysis by Enrichr **(A)**. The y-axis indicates the annotated terms of GO biological process in order of adjusted P value (-log10 (FDR)) and x-axis indicates combined score that represents a comprehensive metric combining the p-value and z-score. The bubble sizes represent the number of genes enriched in a specific GO term. The bubble color represents the adjusted P value. Volcano plot of DEGs between miR-34a^-/-^ and miR-34a^+/+^ Tg-SwDI mice **(B)**. Red and blue dots represent upregulated and downregulated genes, respectively, and gray dots represent genes with no significant difference. The gray horizontal line represents 0.05 FDR and the gray vertical line indicates the log2FC threshold of 0.1. (n=5/group).

### 3.5 MiR-34a knockdown enhances the type I interferon signaling pathway in BV2 cells and primary microglia stimulated with TLR7 agonist

To further investigate the role of miR-34a in type I interferon signaling, the mouse microglial cell line BV2 and primary microglia were used as *in vitro* models. Gardiquimod, a well-characterized TLR7 agonist, was applied to assess TLR7-dependent activation of the type I interferon pathways in BV2 cells following miR-34a knockdown. MiR-34a expression was reduced by more than 99% in BV2 cells (**Figure 1A**) and 98.5% in primary microglia (**Figure 1F**), compared to the negative miR control. Upon Gardiquimod stimulation, miR-34a-knockdown BV2 cells exhibited significantly increased expression levels of multiple type I interferon-stimulated genes (ISGs) and inflammatory markers, including Casp1, Ccl2, Ccl5, Cd70, Cd80, Cxcl10, Ifi204, Ifit1, Ifit2, Ifit3, Ifitm3, Il15, Isg15, Stat1, Oas1a, Oas1b, and Irf7 (**Figure 1B**). In addition, miR-34a knockdown in BV2 cell did not show any changes in phagocytic function (**Supplementary Figures 1A, B**) and cell viability (**Supplementary Figure 1C**).

Primary microglia were isolated from whole brain and more than 95% of the isolated cells were positive for IBA1 (**Figure 1D**), which were enriched by expression of microglial marker genes by qPCR including Aif1, Csf1r, Fcrls, Olfml3, and P2ry12 (**Figure 1E**). Gardiquimod treatment following miR-34a knockdown in primary microglial cultures caused changes in gene expression similar to BV2 cells (**Figure 1F**). Moreover, the IFN β increased in miR-34a-knockdown primary cell culture upon Gardiquimod treatment (**Figure 1G**). These results suggest that miR-34a acts as a negative regulator of TLR7-induced type I interferon signaling.

## 4 Discussion

In this study, we demonstrate that miR-34a KO exhibits decreased anxiety-like behavior and improved memory in both non-transgenic and Tg-SwDI mice. MiR-34a KO further reduces anxiety levels specifically in Tg-SwDI mice. Moreover, miR-34a KO resulted in significantly elevated cerebral levels of soluble Aβ40, as well as insoluble Aβ40 and Aβ42 in Tg-SwDI mice, as measured by ELISA, compared to miR-34a WT Tg-SwDI mice. Based on these findings, we further analyzed activated microglia in the dentate gyrus and performed RNA-seq analysis on hippocampal tissues of miR-34a WT and KO mice, including both Tg-SwDI and non-transgenic groups. To our knowledge, these results are the first to show that miR-34a KO significantly increases activated microglia, along with upregulation of nucleic acid sensing and type I interferon signaling in Tg-SwDI mice.

Previous studies in the APP/PS1 AD mouse model have reported that miR-34a KO reduces amyloid deposition by downregulating β-secretase (not γ-secretase, as incorrectly stated in the abstract of the paper), and improves spatial learning and memory performance in the Morris water maze at 9 and 12 months of age (60). Cognitive improvement was associated with the upregulation of NMDA and AMPA receptors (61). In our study, we observed that miR-34a KO mice were more active and displayed reduced anxiety-like behaviors compared to miR-34a WT mice, regardless of transgene status. Additionally, miR-34a KO improved long-term spatial memory of mice, aligning in part with the prior findings. Consistently with previous studies (62, 63), the mild behavioral phenotype observed in Tg-SwDI mice, relative to non-transgenic controls, may be attributable to their very low expression levels of human APP and Aβ42 compared to other transgenic models that overexpress APP (64, 65). Despite this, Tg-SwDI mice recapitulate several key pathological features of AD and cerebral amyloid angiopathy (CAA), making them a valuable model for AD research (64). Because the non-transgenic mice also exhibited age-related cognitive decline in long-term spatial memory beginning at 8 months of age and beyond (65–67), our findings suggest that miR-34a KO mitigates both normal aging-associated memory impairments in non-transgenic mice and AD-like pathology-associated memory deficits in Tg-SwDI mice, potentially through distinct mechanisms.

Unlike the previous report (60), we found that miR-34a KO significantly increased the Aβ accumulation in the cerebral cortex of Tg-SwDI mice, compared to its controls. This increase included soluble Aβ40, as well as insoluble Aβ40 and Aβ42, while soluble Aβ42 remained undetectable in all groups. The increased Aβ levels were associated with increases in IFITM3 in the brains of miR-34a KO Tg-SwDI mice, compared to miR-34a WT Tg-SwDI mice. IFITM3 is a small transmembrane ISG and shown to enhance γ-secretase activity by binding to the γ-secretase complex (54). Therefore, the increased Aβ levels in miR-34a KO Tg-SwDI mice can be due to the increased expression levels of IFITM3. Interestingly, we found a decrease in the cortical Aβ42/Aβ40 ratio in miR-34a KO Tg-SwDI mice, compared to its controls, suggesting that Aβ40 increased more than Aβ42. It has been well established that Aβ42 exhibits more aggregation tendency and stronger neurotoxicity than Aβ40 (68). Additionally, it has been shown that 1) the increased ratio of Aβ42/Aβ40 promotes the formation of neurotoxic oligomeric assemblies in Aβ mixtures (52, 53), 2) small changes in this ratio markedly impact the characteristics of the Aβ mixtures, leading to synaptic damage and neurodegeneration (69), and 3) the relative ratio of Aβ peptides plays a more decisive role than the absolute amounts of Aβ peptides for the induction of neurotoxic conformations (69). Indeed, miR-34a KO Tg-SwDI mice showed improved synaptic markers, synaptophysin and PSD-95 (**Supplementary Figure 2**). These facts could be the reasons behind the improved memory in miR-34a KO Tg-SwDI mice despite the increases in Aβ load.

Several studies have demonstrated that miR-34a plays an anti-inflammatory role across various biological systems. *In vitro*, miR-34a mimics have been shown to reduce the expression of inflammatory molecules, including IL-1β, IL-6, CD11b, and iNOS, in LPS-stimulated BV2 microglial cells through suppression of the Notch1/Jagged1 signaling pathways (35). Additionally, miR-34a has been reported to protect the intestinal stem cell niche from inflammation-induced disruption in a model of Citrobacter-induced colon oncogenesis (70) further supporting its anti-inflammatory functions. Interestingly, previous studies using the miR-34a KO in TgAPP/PS1 mouse model did not report changes in microglial activation (60). This is possibly due to a ceiling effect, where microglia activation had already reached a plateau and could not be further elevated by miR-34a deficiency. As discussed earlier, Tg-SwDI mice express very low levels of human APP compared to other transgenic models, such as TgAPP/PS1 mice, which may make Tg-SwDI mice more sensitive to detecting modulatory effects on microglial activation (64, 65) The microglial cell body to cell size ratio, as measured by IBA1 immunostaining, has been positively correlated with microglial activation (55, 71). In the present study, we found that miR-34a KO significantly increased the microglial cell body-to-cell size ratio in Tg-SwDI mice based on morphometric analysis of IBA1-stained dentate gyrus sections, suggesting a suppressive role for miR-34a in microglial activation in this model.

While microglia were traditionally classified as pro-inflammatory (M1) or anti-inflammatory (M2), this dichotomy oversimplifies their diverse activation states. Single cell RNA-seq studies have identified distinct microglial phenotypes in neurodegeneration, including DAM, microglial neurodegenerative phenotype (MGnD) or activated response microglia (ARM) (72–75). Another microglial subpopulation that emerges not only in response to Aβ plaques but also during aging is defined as interferon-responsive microglia (IRM) that express several interferon-stimulated genes (ISGs) (74, 76). Importantly, dsRNA-induced IRM are essential for normal development of postnatal cortex and behavior, which is mediated by IRM that engulf excess neurons. Type I IFN deficiency during postnatal development in mice causes excitatory/inhibitory imbalance and tactile hypersensitivity (77). Homeostatic dysregulation of type I IFN signaling in microglia has been implicated in type I interferonopathies including Down syndrome (78). Triplication of Ifnar1, Ifnar2, and APP in patients with Down syndrome is thought to play a causal role in AD development. Accordingly, IRM appears to play a significant role in neuroplasticity under both homeostatic and diseased states. 

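In KO against WT Non-Tg mice, the 53 IRM genes had a median log2 fold change of -0.16. Camera with its preset correlation gave p = 0.00159 for a lower level in KO mice, which did not hold under fry (p = 0.463) or an estimated correlation (p = 0.485). The IRM score differed by -0.17 (exact permutation test, p = 0.460, 0.631 adjusted over the 48 score comparisons). Without WT Non-Tg replicate 7 the median was -0.05 and without KO Non-Tg replicate 7 it was -0.11, and camera at its preset correlation gave p = 0.238 and 0.0525. Between Tg-SwDI and Non-Tg mice, the median was 1.42 in KO mice (fry p = 2.2e-06, estimated correlation p = 0.0215) and 0.38 in WT mice (fry p = 0.0299, estimated correlation p = 0.168). In KO mice a score of choroid plexus genes also differed, by 2.69 (exact permutation test, p = 0.0317, 0.127 adjusted over the 48 score comparisons). A part played by that tissue stays open for the KO value and for the interaction given next. The interaction of transgene and miR-34a, which tests whether the KO effect differs between Tg-SwDI and Non-Tg mice, had a median of 0.90 (camera p = 1.3e-21, fry p = 0.00557, estimated correlation p = 0.0461). Other splits of the 20 mice gave a median as large in 8 of 100, the real one included, so chance cannot be excluded for it. Of the 14 sensors and ISGs named for the KO effect, 13 passed the filter. In Tg-SwDI mice 6 of them were DEGs by edgeR's quasi-likelihood test, and 13 when adjusted over the list alone. In Non-Tg mice 0 of them were DEGs by that test, by DESeq2 or by edgeR's exactTest.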

In this study, a comprehensive gene set enrichment analysis (Enrichr) on the data from hippocampal RNA-seq reveals that miR-34a KO activates IFN-I signaling, as shown by increases in nucleic acid sensors (Tlr3, Ifih1/Mda5, Ddx58/RIG-1, Ifi204, Ifi209, and Ifi211) and ISGs (Oas1a/b, Ifit3, Ifitm3, Ifnar2, Stat2, Irf7, and Irf9) in Tg-SwDI mice, but not in Non-Tg mice. Furthermore, miR-34a-inhibitor-treated BV2 and primary microglia exhibited significantly increased expression of multiple ISGs found in IRM by Gardiquimod, a TLR7 agonist, compared to the negative control, suggesting that loss of miR-34a sensitizes microglia to TLR7 stimulation. Thus, our study using both *in vivo* (transgenic mice) and *in vitro* (cultured microglia) models suggests that miR-34a inhibit the transition of microglia to the IRM state. Interestingly, a recent study found that microglia increased expression of OAS1a together with other genes (Oas2/3, Mx1, Stat1/2, Ifit3, Ifitm3 and Usp18) in IFN signaling pathways and progressively gained an IRM state during aging in APPNL-G-F knock-in as well as wild-type C57BL/6J mice (79). APPNL-G-F knock-in mice express endogenous levels of APP with multiple mutations found in families with AD. Additionally, the same study found that the risk variants of OAS1 for AD and severe COVID-19 were associated with decreased OAS1 expression and exaggerated production of TNF-α with IFN-γ stimulation and that microglia with the IRM state in healthy humans increased during aging. The authors of the study suggested that the increased expression of ISGs with age might help reduce age-related damage by suppressing pro-inflammatory signaling (79). In line with this study, miR-34a KO significantly increased expression levels of Oas1a/2/3, Mx1, Stat2, Ifit3, Ifitm3 and Usp18 and improved spatial memory in Tg-SwDI mice.

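In the 10 Tg-SwDI mice, Mx1 (ENSMUSG00000000386, chromosome 16, 97447035 to 97462907) was at 1.90 ± 0.782 CPM (SD, n = 5) in KO and 0.555 ± 0.242 CPM (SD, n = 5) in WT mice, with 12 to 53 and 5 to 19 counts per mouse. Its log2 fold change of 1.77 (standard error 0.36) had an adjusted p of 0.0135 by edgeR's quasi-likelihood test, and it remained a DEG with each mouse left out. By the same edgeR test Ifitm3 at 1.00 (standard error 0.25, adjusted p = 0.0507), Ifit3 at 1.30 (standard error 0.39, adjusted p = 0.0906) and Usp18 at 1.31 (standard error 0.44, adjusted p = 0.122) were higher without being DEGs. Without KO Tg-SwDI replicate 8 the edgeR adjusted p was 0.0447 for Ifitm3, 0.0150 for Ifit3 and 0.0335 for Usp18, and without KO Tg-SwDI replicate 2 it was 0.0241 for Ifitm3. DESeq2 and edgeR's exactTest called Ifitm3 and Ifit3 but not Usp18. Over the edgeR and DESeq2 alternatives the adjusted p ranged from 3.2e-05 to 0.117 for Ifitm3, 0.00364 to 0.218 for Ifit3 and 0.0292 to 0.233 for Usp18. These genes share sequence with Mx2, Ifitm2 and Ifit3b, so their values are uncertain for Mx1, Ifitm3 and Ifit3.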

In addition to upregulation of IRM signature genes, miR-34a KO induced significant increases in hippocampal mRNA expression levels of many DAM signature genes including Apoe, Tyrobp, B2m, Ctsb, Trem2, Cst7, Itgax, Clec7a, Axl, Csf1, and Gpnmb in Tg-SwDI mice (**Figure 6A**). 

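Of these 11 genes, 9 were DEGs between KO and WT Tg-SwDI mice by edgeR's quasi-likelihood test over all genes tested, and 11 when adjusted over the list alone, which the study picked from these mice. Gpnmb (ENSMUSG00000029816, chromosome 6, 49036546 to 49070929) was at 100.2 ± 13.3 CPM (SD, n = 5) in KO and 67.4 ± 14.6 CPM (SD, n = 5) in WT mice, a log2 fold change of 0.57 (standard error 0.11, adjusted p = 0.0129) by the edgeR test. Cst7 (ENSMUSG00000068129, chromosome 2, 150570415 to 150578944) was at 104 ± 16.1 CPM in KO and 73.1 ± 6.91 CPM in WT mice (SD, n = 5 each), a log2 fold change of 0.50 (standard error 0.11, adjusted p = 0.0207) by the same test. Its edgeR adjusted p was 0.0553 without WT Tg-SwDI replicate 3 and 0.0674 without WT Tg-SwDI replicate 7, within 0.000675 to 0.0674 over the alternatives. Itgax was at 67.6 ± 10.8 CPM (SD, n = 5) in KO and 51.3 ± 5.41 CPM (SD, n = 5) in WT mice, a log2 fold change of 0.40 (standard error 0.19, adjusted p = 0.262) by the edgeR test, and was not a DEG. Over the edgeR and DESeq2 alternatives the adjusted p of Itgax ranged from 0.0343 to 0.654.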

DAMs are induced by and closely associated with neurodegenerative changes such as Aβ deposition (72, 73). Because miR-34a KO in Tg-SwDI mice increased levels of insoluble Aβ40 and Aβ42 in the hippocampus (**Figure 4E**) as well as the number of activated microglia in the dentate gyrus (**Figure 5**), increased expression of DAM signature genes in miR-34a KO Tg-SwDI mice can be due to increases in DAMs. Although DAM and IRM are distinct microglial activation states, the number of DAMs that express ISGs increases as β-amyloidosis in the brain progresses during aging of AD mouse models (5xFAD and APP-PS1 mice (80). Therefore, it is conceivable that miR-34a KO in Tg-SwDI mice may increase DAMs that express ISGs and/or may facilitate transition from DAM to IRM or vice versa. Further investigations by single-cell RNA-seq analysis are required to answer these questions.

The limitations of this study should be acknowledged. Type I interferon signaling has been reported to exert both detrimental and beneficial effects on brain function (81). Consistent with this complexity, we observed a co-existence of enhanced type I interferon signaling and improved cognitive function in our models. Because miR-34a is broadly expressed across multiple cell types, including microglia, and was constitutively knocked out in our study, the observed phenotypes may arise from miR-34a deficiency in other cells that influence microglia responses. Future studies employing cell type-specific miR-34a knockout models will be required to address these limitations. In addition, we found that miR-34a knockdown in female Tg-SwDI mice resulted in more severe pathology, consistent with previous reports that women have a higher risk of AD than men (82). However, the mechanisms by which miR-34a drive sex-dependent effects on Alzheimer’s pathology remain to be elucidated.

In conclusion, we found that constitutive miR-34a KO altered microglial activation, decreased the ratio of cerebral cortex insoluble Aβ42 to Aβ40, enhanced memory, and increased expression levels of nucleic acid sensors and ISGs in Tg-SwDI mice. We showed that miR-34a knockdown strongly boosted microglial ISGs expression in response to a TLR7 ligand. Our study suggests that miR-34a inhibits the transition of microglia to the IRM state.

## Data Availability

RNA-seq files are available from the GEO database (accession number GSE235489).

# Supplementary material for: MiR-34a deficiency enhances nucleic acid sensing and type I IFN signaling in a mouse model of Alzheimer’s disease
**Source:** Front Immunol. 2026 Feb 24;17:1694824. doi: 10.3389/fimmu.2026.1694824
**Supplement:** Supplementary file 3

**Supplementary Materials**

1. **Materials and methods**

*1.1 Phagocytosis assay*

BV2 cells were seeded at a density of 8 x 10^4^ in chamber slides (Cat# 12-565-6, Thermo Fisher Scientific) coated with 0.01% poly-D-lysine (Cat #A3890401, Thermo Fisher Scientific) and cultured overnight. Cells were transfected and subsequently treated with 0.2 µg/ml Gardiquimod. After 24 hours of Gardiquimod treatment, the medium was carefully removed and replaced with DMEM containing latex beads (Cat# L2778, Sigma) at a ratio of 10 beads per cell followed by incubation in a cell culture incubator for 6 hours as previously described (1). The bead-containing medium was then gently removed, and the cells were rinsed three times with PBS, followed by fixation with 4% PFA for 30 min at room temperature. BV2 cells were immuno-stained with an IBA1 antibody (1:1000; FUJIFILM Wako Pure Chemical Corporation, Cat# 019-19741, RRID: AB_839504) to outline the cell body. Images were acquired using an Olympus FV3000 confocal microscope (Olympus America Inc.) with consistent settings using a 60× objective.

*1.2 Cell viability measurement*

BV2 cells were seeded in 96-well plates at a density of 1 x 10^4^ cells per well and cultured overnight in in DMEM (ATCC formulation) supplemented with 10% fetal bovine serum (FBS) under standard conditions. Cells were transfected and subsequently treated with Gardiquimod as described in the methods section (2.7 in the manuscript). After 24 hours of Gardiquimod treatment, the medium was carefully removed and 100 µl of Thiazolyl blue tetrazolium bromide (MTT; Cat# 158990050, Thermo Fisher Scientific) at a concentration of 0.5mg/ml in serum-free DMEM (sterilized through a 0.2 µm filter) was added to each well and incubated for 4 hours in a cell culture incubator. The MTT-containing medium was then carefully removed, and 150 µl of DMSO was added to each well. The plate was wrapped in foil and shaken on an orbital shaker for 20 min. Absorbance was measured at 570nm with background subtraction at 630nm using SoftMax Pro5 (Molecular Devices).

*1.3 Immunofluorescence staining and image analysis*

For synaptophysin and PSD-95 staining, antigen retrieval was performed in antigen retrieval buffer (Cat#ab93684, Abcam) at 85 °C for 10 min, followed by cooling to room temperature. Sections were incubated with anti-synaptophysin antibody (1:500; Proteintech, Cat#82900-1-RR, RRID: AB_3670629) and anti-PSD95 antibody (1:300; Proteintech, Cat#20665-1-AP, RRID: AB_2687961) for 48 h at 4 °C. After rinsing (4 x 15 min in TBS), sections were incubated with Alexa Fluo-conjugated anti-Rabbit IgG (1:500; Abcam, Cat# ab150073, RRID: AB_2636877) and Alexa Fluor-conjugated anti-Rabbit IgG (1:500; Invitrogen, Cat# A-21207, RRID: AB_141637) for 2 h at room temperature in the dark. Nuclei were counterstained with DAPI, and sections were mounted using Shandon™ Immu-Mount™ (Thermo Fisher Scientific). Images were acquired using an Olympus FV3000 confocal microscope (Olympus America Inc.) with consistent settings using 40× objectives. The mean gray value (MGV) of PSD-95 and synaptophysin fluorescence staining from the stratum radiatum (Rad) area in CA1 was measured using ImageJ v1.40 (NIH) as previously described(2).

1. **Supplementary Figures and tables**

2.1 Supplementary Figures

**Supplementary Figure 1.** **Effects of miR-34a knockdown on uptake of latex beads and cell viability in Gardiquimod-treated BV2 microglia in vitro.** The uptake of latex beads by BV2 cells is shown in (A). Red indicates the beads and green indicates the Iba1. Scale bars 10 µm. The ratio of bead-containing cells to the total cells is shown in (B). Three areas were randomly captured at 60 x objective from three independent experiments. Cell viability was determined by MTT assay (C). Data from three independent experiments with duplicates were used.

**Supplementary Figure 2. Effects of miR-34a KO (miR-34a^-/-^) on expression of synaptophysin and PSD-95 in the brain**. Brain sections were subjected to immunofluorescence staining using anti-synaptophysin (green) and DAPI (blue) (A), and anti-PSD-95 (red) and DAPI (blue) (C) (Scale bars 50 µm. **Or**: oriens layer, **Py**: pyramidal cell layer, **Rad**: stratum radiatum). The mean gray value (MGV) of fluorescence arbitrary units (AU) in CA1 Rad area was quantified using imageJ software. Data was analyzed by independent T-test. (miR-34a+/+ Tg-SwDI: n=9, miR34a-/- Tg-SwDI: n=10, B for synaptophysin, P = 0.006; and D for PSD-95, P= 0.01, respectively, *P<0.05 and #P< 0.01)

- 1. Supplementary Tables

**Supplementary Table 1**. DEG of experimental mouse groups

**Supplementary Table 2.** GO_BP from Enrichr Analysis

**Supplementary Table 3.** IRM signature genes significantly upregulated in miR-34a-deficient Tg-SwDI mice and potential miR-34a target genes

References

(1) McPherson CA, Kelly-Rajan K, Lefebvre d'Hellencourt C, Harry GJ. High Content Imaging and Quantification of Microglia Phagocytosis In Vitro*. Curr Protoc* (2023) **3**:e638. doi: 10.1002/cpz1.638.

(2) Nowacka A, Borczyk M, Salamian A, Wojtowicz T, Wlodarczyk J, Radwanska K. PSD-95 Serine 73 phosphorylation is not required for induction of NMDA-LTD*. Sci Rep* (2020) **10**:2054–2. doi: 10.1038/s41598-020-58989-2.

How the deposited data were processed for this re-analysis (not part of the article)

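RNA-seq counts of 20 libraries were analysed, 1 library from the left hippocampus of each of 20 female mice in 4 groups of 5 (miR-34a WT or KO, Non-Tg or Tg-SwDI). The counts were made by the authors, who aligned reads of a stranded mRNA library to mm10 with STAR and counted them on ENSEMBL genes with FeatureCounts, and they were deposited as raw read counts without normalization. The paper's text does not name the strand setting or the treatment of reads that match several genes. The counts were checked to be whole numbers, and 39980 of 39980 values in the copy of the paper's Supplementary Table 1 that was read (the first 1999 of its 28691 genes, in 20 libraries) were equal to them. The other 26692 genes of that table were not used here. Samples were grouped by the genotype and transgene in their labels alone.

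Genes were tested with edgeR 4.0.16 in R 4.3.3, using limma 3.58.1, DESeq2 1.42.0 and Python 3.11.15 beside it. TMM factors were computed, genes were kept by filterByExpr by group (minimum count 10, minimum total 15), and 1 quasi-likelihood model with robust dispersions was fitted to the 4 group means with 16 residual degrees of freedom. Contrasts were KO against WT in Tg-SwDI and in Non-Tg mice, Tg-SwDI against Non-Tg in KO and in WT mice, and the interaction. P-values were adjusted over 16107 genes by the Benjamini-Hochberg method at an FDR of 0.05. Totals of 19549622 to 21066868 counts limit the precision of genes with few counts. Genes without a value after the filter are given without the filter and named as such.

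Gene lists were tested with limma's camera (preset correlation 0.01), fry and camera with an estimated correlation. A score per mouse was the mean log2 CPM (prior count 2) of a list, centred on all 20 mice, and scores were compared by exact two-sided permutation tests with Benjamini-Hochberg values over 48 comparisons. The lists were the IRM genes, homeostatic microglia, astrocytes, oligodendrocytes, neurons, endothelium, blood, choroid plexus, striatum, thalamus and immediate early genes. Genes with a miR-34a seed site in the GENCODE M21 3'UTR were matched to genes without one on mean expression and 3'UTR length (caliper 0.2 SD). Genes within 20 Mb of Mir34a were compared with the others by Fisher's exact test.

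The genes named were every gene the paper names from these data, the 5 largest changes per pairwise contrast among DEGs without overlap between groups, label checks such as Xist and Thy1, and DEGs within 20 Mb of Mir34a. Gm13067 and the clock genes were added after values were seen. The paper's values for its genes had been seen. Alternatives set in advance were DESeq2, edgeR's exactTest with and without the filter, no filter, a stricter filter (mean CPM of at least 1, 14411 genes), RLE factors, library size alone, the compared groups alone, a log2 fold change above 0.1, the replicate number as a block, a prior count of 0.5, the median over genes for scores, 8mer sites only for the seed test and each mouse left out. Added after seeing the data were 8 further versions of the exactTest, the choroid plexus score as a covariate, the removal of each library's trend on GC content and length, and another order of matching. Enrichr, the clustering and the PCA of the paper were not repeated, and its main effects of transgene and of miR-34a were not computed.

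On data simulated from these counts, the quasi-likelihood test called 98% of genes changed by a log2 of 1 and 87% of those changed by 0.5, with 11 unchanged genes called, and 0 genes in data with no change. DESeq2 called 99% and 89% with 20 unchanged genes, and the exactTest 100% and 89% with 23. The changed genes were drawn only among those with higher counts, so these shares do not hold for genes with few counts. Counts were simulated independently between genes, with no GC content or choroid plexus trend.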

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

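The tests on Thy1, on clock genes, on the choroid plexus score against genotype, on the choroid plexus for the DEGs between Tg-SwDI and Non-Tg KO mice, and on GC content for lower genes and for IRM genes were chosen after the result was seen, as were the choroid plexus covariate and the removal of the GC content trend. A mouse stood far from the other 4 of its group in 8 of 64 comparisons of library quantities and scores and in 16 of 236 comparisons of named genes. Chance gives this in about 1 in 20 groups (5%).

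In KO Tg-SwDI replicate 8, genes of the mitochondrial genome took 14.6% of the counts. More mitochondria in the tissue would raise the nuclear genes of the respiratory chain as well. The median log2 difference of 87 such genes from the other 4 mice was -0.12, against 0.65 for 13 genes of the mitochondrial genome, and the same difference was between -0.08 and 0.12 for the other 4 mice. This argues against more mitochondria as the whole cause. RNA quality and tissue handling stay open, and were not tested. The IRM score of this mouse was the lowest of its group.

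The choroid plexus score was -2.04 in WT Tg-SwDI replicate 7 and -2.01 in KO Tg-SwDI replicate 2, far below the other 4 mice of each group. An effect of genotype would make mice of 1 group alike, but the score spanned 5.00 (log2) within WT Non-Tg mice. It spanned 4.00 within WT Tg-SwDI and 3.86 within KO Tg-SwDI mice. Within KO Non-Tg mice it spanned 1.81, and all 5 lay low, between -2.73 and -0.92. Group means differed by up to 2.86 (permutation test, p = 0.0599), and a range of single mice is not directly comparable with that. The spread within the other groups argues against genotype as the whole cause, and a part played by genotype stays open. A differing amount of choroid plexus in the dissected tissue may explain the spread. For the 68 genes lower in KO Non-Tg mice by the exactTest on those 10 mice, 48 were outside the list of 15 choroid plexus genes and past the filter, and 32 of them had r over 0.5 with the score within the Tg-SwDI groups (66.7%, against 10.2% of other genes). Their median r across genes was 0.86, and 0.54 without WT Tg-SwDI replicate 7 and KO Tg-SwDI replicate 2, and genes are not independent replicates. Tissue of the striatum is argued against by a striatum score that differed by -0.068, where these genes fell by a median of 1.71. The TMM factor of WT Non-Tg replicate 6 was 0.999, far from the others of its group, and no explanation was tested for it.

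Single mice also stood apart in other scores. The homeostatic microglia score was 0.21 in WT Tg-SwDI replicate 3, the immediate early score was -0.72 in KO Non-Tg replicate 4 and -0.40 in KO Tg-SwDI replicate 2, and the IRM score minus the microglia score was -0.45 in WT Tg-SwDI replicate 5. In CPM, Tyrobp was 71.4 in KO Tg-SwDI replicate 5, Csf1r 162 in WT Tg-SwDI replicate 3, P2ry12 77.6 in WT Tg-SwDI replicate 5, Tlr3 34.7 in KO Tg-SwDI replicate 2, and Cd68 116 and Rela 43.6 in KO Tg-SwDI replicate 8. Isg15 was 1.17 in WT Tg-SwDI replicate 3, Oas1b 1.11 in WT Tg-SwDI replicate 6 and Ccl12 1.10 in KO Tg-SwDI replicate 8. In Non-Tg mice, Itgax was 2.51 and Stat2 26.5 in WT replicate 2, Zbp1 0.811 in WT replicate 7, Ifi207 1.52 and Padi2 40.0 in KO replicate 2, and Atp6v0d2 0.0483 and Pdcd1 0.0965 in KO replicate 4. Atp6v0d2 and Pdcd1 are at 1 or 2 counts there. Their number among named genes is near the share that chance gives, and no biological explanation was tested for single mice.

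The KO effect differed between Tg-SwDI and Non-Tg mice by the interaction term of the edgeR fit for 98 genes and for the IRM genes (median log2 0.90). In other splits of the 20 mice, 2 of 100 drawn gave as many genes, the real one included. The largest of the others reached 159 genes, so chance is unlikely but not excluded. For the IRM genes 8 of 100 gave as large a median, and chance cannot be excluded. Named genes past the threshold had interaction log2 values of 0.56 for Csf1r, 1.06 for B2m, 0.90 for Lgals9, 0.78 for Trem2, 0.38 for Ctsb, 0.74 for Tyrobp, 0.67 for Ctsd, 0.82 for C1qb, 0.71 for C1qc, 0.97 for Cd68, 0.45 for Ly6e, 0.57 for Ifnar2, 2.14 for Clec7a, 0.55 for Rela, 0.63 for Grn, 0.48 for Padi2 and 0.70 for Ciart. Csf1r, B2m, Tyrobp, C1qb, Cd68, Ly6e and Rela had an edgeR adjusted p of 0.0513 without KO Non-Tg replicate 7, and C1qc had 0.0509. Without WT Non-Tg replicate 2 it was 0.0533 for B2m, Cd68 and Rela and 0.0598 for Ly6e, and without WT Tg-SwDI replicate 7 it was 0.0507 for B2m. Ifnar2 lost its call without any of 12 mice. It was 0.0867, 0.0976 and 0.0563 without WT Non-Tg replicates 2, 4 and 7, and 0.0621, 0.0868, 0.0977 and 0.0646 without KO Non-Tg replicates 1, 4, 7 and 8. Without WT Tg-SwDI replicates 3, 4, 5 and 7 it was 0.0582, 0.0533, 0.0624 and 0.0932, and without KO Tg-SwDI replicate 3 it was 0.0519. Clec7a and Padi2 lost theirs without any of 13 mice, with values up to 0.104 and 0.0986. With library size alone as normalization Ifnar2, Clec7a and Padi2 were no longer called, nor was Clec7a without the filter (edgeR adjusted p = 0.0677). With the GC trend removed it was 0.0623 for Tyrobp, 0.0707 for Cd68, 0.107 for Ly6e, 0.105 for Ifnar2, 0.0656 for Clec7a, 0.0781 for Rela and 0.209 for Padi2, and with the choroid plexus covariate 0.0537 for Cd68 and Ly6e, 0.111 for Ifnar2, 0.109 for Clec7a, 0.0533 for Rela and 0.0588 for Padi2.

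GC content and length of genes moved with the groups. The correlation of log2 expression with GC content over genes, computed per mouse, differed by 0.25 between KO and WT Tg-SwDI mice (exact permutation test, p = 0.00794, 0.0212 adjusted over 4 comparisons), where 0.00794 is the smallest p possible. Between KO and WT Non-Tg mice it differed the opposite way, by -0.17 (exact permutation test, p = 0.0556). Between Tg-SwDI and Non-Tg mice it differed by 0.21 in KO and -0.21 in WT mice (exact permutation test, p = 0.0159 each). Higher DEGs in KO Tg-SwDI mice had a median GC content of 53.6% and lower DEGs 45.0%, against 49.7% for others. With the trend removed, 102 of the 239 higher and 21 of the 81 lower DEGs were still called. A trend on GC content cannot be told apart from the genotype for the others, since it differs between the same groups. It is argued against for the IRM genes, whose median log2 fold change was 0.76 with the trend removed, although 12 of them were then called, against 17. Of the 1338 genes lower in Tg-SwDI than in Non-Tg KO mice, 1160 were called after the removal, which argues against it as the whole cause for those genes.

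Thy1 was not discussed in the paper's results, and its log2 fold change was 0.37 in KO against WT Tg-SwDI mice. It was a DEG there (edgeR adjusted p = 0.00415) and remained one with each mouse left out. Over the edgeR and DESeq2 alternatives the adjusted p ranged from 1.02e-05 to 0.0695. A larger share of neuronal RNA is argued against by a neuron score that differed by 0.05. In Non-Tg mice the Thy1 change was -0.0050. The Thy1 interaction log2 was 0.38, with an adjusted p of 0.0504 by edgeR. It fell to 0.0482 without WT Non-Tg replicate 7. Without KO Tg-SwDI replicates 1, 2, 5 and 8 it was 0.0235, 0.0295, 0.0458 and 0.0364. With any of the other mice left out it stayed over 0.05, at up to 0.0991. Of 8 alternatives set in advance 6 called the interaction, such as DESeq2 (adjusted p = 0.00564) and edgeR's likelihood ratio test (0.0148). With the GC content and length trend removed, chosen after seeing the data, the log2 was 0.25 (edgeR adjusted p = 0.312). With the choroid plexus covariate, chosen likewise, the edgeR adjusted p was 0.0555. The annotated 3'UTR of Thy1 has 0 seed sites, which argues against direct repression of the endogenous gene through such a site. Other regulation of that gene by miR-34a and more transcript of the transgene, which the Thy1 promoter drives, cannot be told apart. App changed by -0.038 between KO and WT Tg-SwDI mice, and counts on the mouse gene do not settle how many human APP reads the counting kept.

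Ciart, a clock gene the paper does not discuss, was higher in KO than in WT Tg-SwDI mice by 0.80. Of 10 clock output genes 3 were DEGs (Ciart, Dbp and Bhlhe41), and 6 were higher and 4 lower, with a median log2 fold change of 0.29. A different time of collection is a candidate explanation, and would move Arntl, Npas2 and Clock the opposite way. Their median log2 fold change was -0.11, with genes on both sides of 0, and this cannot be told apart from a change in the clock itself, since the hour of collection was not analysed here.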

How the results depend on the processing

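Alternatives chosen after seeing the data were the 8 further versions of the exactTest, the choroid plexus covariate, the removal of the GC content and length trend, and another order of matching. The others were fixed before the data were examined. Over the comparisons reported as counts, medians or scores, 247 planned values kept their direction and side of the threshold, 51 moved, 5 became weaker and 7 reversed, and of those added later 44 were kept, 23 moved and 1 became weaker. The interaction could not be tested in 2 groups alone. Over the 87 results for single genes, 1585 planned values kept their direction and side of the threshold, 65 passed it and 154 no longer did, and 4 reversed; added later were 205, 21, 16 and 1. The strict filter gave no value for 7 of the 87. Of the 8 further exactTests, only that on the compared mice without the filter, with common and tagwise dispersions, was read for single genes.

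The count of DEGs in KO against WT Tg-SwDI mice (320) was 733 by DESeq2, 565 by the exactTest, 58 with the 10 mice alone, 575 with the choroid plexus covariate and 147 with the GC trend removed. In Non-Tg mice (0) it was 7 by DESeq2, 4 by the exactTest, 6 by the exactTest without the filter, 1 without the filter and 1 with the 10 mice alone. On the 10 mice, the further exactTests gave 90 and 82 without the filter, 91 and 88 with at least 1 count in the pair and 114 and 134 with the filter of the pair, by common and tagwise dispersions and by estimateDisp. Those with dispersions without a design gave 35 and 6. In KO mice, the transgene count (3351) was 2214 by the exactTest on the 10 mice without the filter and 1222 with the covariate. The interaction (98) gave 482 by DESeq2, 329 by the likelihood ratio test, 215 by it without the filter, 59 with library size alone, 31 with the covariate and 32 with the GC trend removed. IRM genes called (17) were 35 by DESeq2, 32 by the exactTest, 30 by it without the filter, 11 without the filter, 9 with library size alone, 7 with the 10 mice alone, 26 with the covariate, 12 with the GC trend removed, and by the further exactTests 34 and 33, 35 and 34, 39 and 36, and 30 and 30. The cause was not tested.

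The IRM set test in Non-Tg mice (median -0.16) was no longer past its threshold under fry (p = 0.463) and under an estimated correlation (p = 0.485), and with the covariate the median was -0.032 (p = 0.691). In WT mice the median of 0.38 was not past it with an estimated correlation (p = 0.168). The sign of the seed-site difference in Non-Tg mice and of Thy1 in Non-Tg mice, which were both near 0, reversed. With the GC trend removed Thy1 in Non-Tg mice was 0.048. It was -0.025 without WT Non-Tg replicate 7, 0.018 without WT Non-Tg replicate 6, 0.00 without KO Non-Tg replicate 1 and 0.01 without KO Non-Tg replicate 2. The cause was not tested.

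Leaving out 1 mouse gave counts of 78 to 701 in KO against WT Tg-SwDI mice, 0 to 3 in Non-Tg mice, 2495 to 3735 for the transgene in KO mice, 537 to 891 in WT mice, 14 to 500 for the interaction and 8 to 38 IRM genes called. The IRM median stayed between 0.68 and 0.89 in Tg-SwDI mice, 0.73 and 1.06 for the interaction, 1.29 and 1.58 in KO mice, 0.28 and 0.53 in WT mice, and -0.29 and -0.049 in Non-Tg mice. The IRM score differed by 0.64 to 0.97 in Tg-SwDI mice and -0.28 to -0.05 in Non-Tg mice, and the microglia score by 0.27 to 0.35. The seed-site difference was 0.0181 to 0.0214 in Tg-SwDI mice and -0.00202 to 0.00523 in Non-Tg mice. It reversed without WT Non-Tg replicates 3 (-0.000358), 4 (-0.000576), 6 (-0.000406) and 7 (-7.7e-05) and KO Non-Tg replicates 2 (-0.00127) and 4 (-0.00202). The cause was not tested.

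The replicate number was also fitted as a block. In 16 pairs of mice of 2 groups with the same number the mean correlation of the residuals was -0.06, with 2 over 0.1, against 0.0073 in 134 other pairs, so the numbers show no pairing of the mice. The 2 Tg-SwDI groups share 2 numbers. The block also changes estimates, and Itgax in Tg-SwDI mice was -0.068. Under it there were 8 DEGs in KO against WT Tg-SwDI mice, 38 for the interaction and 3 IRM genes called, 1 of the 8 microglial genes from Apoe to Csf1 was called, and the seed-site difference in Non-Tg mice was -0.00223. The cause was not tested.

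Depth limits genes with few counts. Oas3, Ifi211 and Gbp2b did not pass the filter.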

Differences from the paper's values

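Each count below is from the edgeR quasi-likelihood test, and alternatives are those set before the data were examined unless stated. For lower DEGs in KO against WT Tg-SwDI mice, the paper's value is 16 and the value here is 81. None of the 10 alternatives came within 1.5 times of it (0 to 239). Versions of the exactTest on the 10 mice chosen after seeing the values did, with 15 and 14 without the filter and 16 and 16 with at least 1 count in the pair; of the 79 genes the paper's tables and Fig. 6A give as called, these drop 10, 13, 7 and 9.

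In KO against WT Non-Tg mice the paper's values are 108 DEGs, 21 higher and 87 lower, against 0, 0 and 0 here, and none of the 10 alternatives came near (at most 7, 2 and 5). The notes in the paper's Supplementary Table 1 give a common dispersion for each comparison and leave out features with low expression, without a threshold, while the exactTest set in advance used the dispersions of all 20 mice. The exactTests on the 10 mice take their dispersions from the compared groups, as in those notes, and those with the filter of the pair also leave out genes with low counts. Chosen after seeing the values, the exactTest on the 10 mice gave 90 and 82 without the filter, 91 and 88 with at least 1 count in the pair, and 114 and 134 with the filter of the pair; these drop 10, 13, 7, 9, 2 and 5 of the paper's 79 called genes. Within 1.5 times of the paper's 21 higher genes were 22, 28, 23 and 30, and of its 87 lower genes 68, 68, 58, 68 and 67.

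For KO Tg-SwDI against KO Non-Tg mice the paper's value is 2178 and the value here 3351. Within 1.5 times were the exactTest without the filter (2785), no filter (2783), the strict filter (3135), the 10 mice alone (2435) and the block (2538), and not DESeq2 (3617), the exactTest (3443), RLE factors (3395), library size alone (3467) and the log2 limit (3351). Added after seeing the values, all 8 further exactTests were within it, from 2214 to 2759, dropping 2 to 21 of the paper's 79 called genes. For lower DEGs the paper's value is 494, against 1338 here, and none of the 10 alternatives was within it (780 to 1792), but 520, 573, 543, 605 and 727 were by exactTests on the 10 mice chosen after seeing the values, which drop 10, 13, 7, 9 and 2 of those genes.

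In WT mice the paper's lower DEGs are 119 and the value here is 75. DESeq2 (152), the exactTest (95) and RLE factors (84) were within 1.5 times, and not the exactTest without the filter (53), no filter (55), the strict filter (51), library size alone (67), the 10 mice alone (193), the block (75) and the log2 limit (75). The exactTest on the 10 mice (118 and 137 without the filter, 120 and 145 with at least 1 count, 161 with the filter of the pair), dropping 10, 13, 7, 9 and 2 of the paper's 79 called genes, and the removal of the GC trend (157), which drops 49, were chosen after seeing the values and were within it.

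For the interaction the paper's value is 215 and the value here 98. Only the likelihood ratio test without the filter was within 1.5 times, with 215. DESeq2 (482), the likelihood ratio test with the filter (329), no filter (123), the strict filter (142), RLE factors (108), library size alone (59), the block (38) and the log2 limit (98) were not. For IRM genes called higher the paper's value is 39 and the value here 17. The paper's footnote gives 39, while 40 of the genes in that table have an FDR under 0.05, and the 40 are among the 79 called genes. DESeq2 (35), the exactTest (32) and the exactTest without the filter (30) were within 1.5 times, and not no filter (11), the strict filter (18), RLE factors (18), library size alone (9), the 10 mice alone (7) and the block (3). All 8 further exactTests (34, 33, 35, 34, 39, 36, 30 and 30) and the choroid plexus covariate (26), which were chosen after seeing the values, were within it and drop 10, 13, 7, 9, 2, 5, 19, 21 and 24 of the paper's 79 called genes. The removal of the GC trend (12, dropping 49), also chosen after seeing the values, was not.

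The total of DEGs between KO and WT Tg-SwDI mice was 268 without the filter, equal to the paper's 268, with 216 higher and 52 lower. The paper describes the number of DEGs with the transgene as almost tripled in KO mice, with a ratio of the paper's numbers of 2.74, and the ratio here is 4.72. The 10 mice alone (2.57) and the block (3.58) were within 1.5 times of it, and not DESeq2 (4.32), the exactTest (4.40) and the exactTest without the filter (4.16), no filter (4.24), the strict filter (4.47), RLE factors (4.82), library size alone (5.33) and the log2 limit (4.72). The exactTests on the 10 mice (2.70 and 2.68, 2.71 and 2.70, and 2.77 and 2.68) and 1 with dispersions without a design (4.01), chosen after seeing the values, were within it and drop 10, 13, 7, 9, 2, 5 and 19 of the 79 called genes. The other one without a design (4.14, dropping 21), the covariate (1.76) and the removal of the GC trend (6.17), also chosen after seeing the values, were not. The paper gives Clec7a, Itgax, C1q, Oas1a, Oas2, Irf7, Gbp2, Isg15, Ifi204, Ifi209, Zbp1, Ifit3, Ifitm3, Usp18 and Oas1b as significantly higher in KO Tg-SwDI mice. All were higher here, but the edgeR adjusted p was 0.117 for Clec7a, 0.262 for Itgax, 0.114 for C1qa, 0.0533 for Oas1a, 0.0659 for Oas2, 0.0712 for Irf7, 0.138 for Gbp2, 0.0881 for Isg15, 0.0899 for Ifi204, 0.109 for Ifi209, 0.0747 for Zbp1, 0.0906 for Ifit3, 0.0507 for Ifitm3, 0.122 for Usp18 and 0.128 for Oas1b. C1qb and C1qc were DEGs. DESeq2 called C1qa, Oas1a, Oas2, Irf7, Isg15, Ifi204, Zbp1, Ifit3 and Ifitm3 and gave no adjusted p for Ifi209 and Oas1b, and the exactTest called C1qa, Oas1a, Oas2, Irf7, Isg15, Ifit3 and Ifitm3. The exactTest without the filter called Oas1a, Irf7, Isg15, Ifit3, Ifitm3 and Oas3, the strict filter Oas1a and Ifitm3, and RLE factors Ifitm3. Chosen after seeing the values, the exactTest on the 10 mice without the filter called Clec7a, Itgax, Oas1a, Oas2, Irf7, Gbp2, Isg15, Ifi204, Zbp1, Ifit3, Ifitm3, Usp18, Oas3 and Ifi211, and dropped 10 of the paper's 79 called genes. Also chosen after seeing the values, the choroid plexus covariate called Oas1a, Oas2, Irf7 and Ifitm3 and dropped 24 of the 79. Ifi211 was called without the filter by the quasi-likelihood test and by the exactTest. Without KO Tg-SwDI replicate 8, the quasi-likelihood test called Oas1a, Oas2, Irf7, Isg15, Ifi204, Ifi209, Zbp1, Ifit3, Ifitm3 and Usp18. Over the 79 genes, 78 were higher in KO mice here, 40 of them DEGs, and 1 was not tested. Of the 79, DESeq2 called 64, the exactTest 61 and 58 without the filter, the strict filter 44, RLE factors 41, no filter 29, library size alone 24, the 10 mice alone 18 and the block 4.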

Other observations

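The choroid plexus tests on the DEGs between Tg-SwDI and Non-Tg KO mice were chosen after the result was seen, and the other tests here were not, but the covariate itself was a setting added after seeing the data. Other splits of the mice of each comparison (100 drawn of 126, and of 31752 for the interaction, the real one included) gave as many DEGs in 1 of 100 for KO against WT Tg-SwDI mice, 1 for the transgene in KO mice and 1 in WT mice. That is the smallest share these splits can give, so chance is unlikely but not excluded. The largest of the others reached 134, 626 and 92 DEGs. In KO against WT Non-Tg mice the count is 0, which all 100 of 100 reach, so it cannot test chance. As many IRM genes were called in 1 of 100, and a median of the IRM genes as large came in 3 of 100 in Tg-SwDI mice, 1 in KO mice, 4 in WT mice and 44 in Non-Tg mice. Seed-site differences as large came in 1 of 100 in Tg-SwDI and 89 of 100 in Non-Tg mice. By these splits chance in the grouping of the mice is unlikely for those but the Non-Tg ones. For the IRM median it is not excluded in Tg-SwDI or in WT mice. The largest of the other splits reached 0.79 against 0.76 in Tg-SwDI mice and 0.40 against 0.38 in WT mice. The IRM score had an exact permutation p of 0.127 for both after adjustment over 48 comparisons. The seed-site difference in Tg-SwDI mice was narrowly above the largest other split (0.0171 against 0.0162).

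IRM genes may be higher in KO Tg-SwDI mice because of a larger share of microglial RNA. The IRM score minus the homeostatic microglia score differed by 0.45 (exact permutation test, p = 0.0952), so the 2 cannot be told apart with 5 mice per group. Of the 5 KO mice, 4 lay above all WT mice, and KO Tg-SwDI replicate 8 lay below all of them at -0.50. The outcome therefore depends on that mouse. No gene is in both lists. Choroid plexus tissue is argued against for these genes, whose median was 0.77 with the choroid plexus score as a covariate (camera at its preset correlation, p = 1.2e-26).

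Passenger DNA around Mir34a could change nearby genes in KO mice. Within 20 Mb, 9 of 345 genes were DEGs in Tg-SwDI mice (2.61%), against 311 of 15762 elsewhere (1.97%, Fisher's exact test, two-sided p = 0.430), and 0 in Non-Tg mice by edgeR, where 21 of the 345 and 1281 of the others had an unadjusted p under 0.05. This argues against it as the cause of the DEGs as a set. The 9 were Sdc3, Laptm5, Trnp1, Grrp1, Stpg1, C1qb, C1qc, Padi2 and Fbxo6. Loss of repression through seed sites could raise genes in KO mice, and camera on ranks, at its preset correlation, gave p = 0.111. By the splits of the mice chance in their grouping is unlikely for this difference, though the largest other split reached 0.0162 against 0.0171. Camera, which allows for correlation between genes, does not set genes with a site apart, so loss of repression stays open. The pairs were not matched on GC content, whose trend also differs between these groups, so the difference is not assigned to seed sites.

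Choroid plexus tissue might also lie behind the genes that differ between Tg-SwDI and Non-Tg KO mice, whose choroid plexus scores differed by 2.69 (exact permutation test, p = 0.0317, 0.127 adjusted over 48 comparisons). Of 2013 higher genes 1060 were called with the score as a covariate (52.7%), which argues against it as the whole cause. Of 1338 lower genes 149 were, and tissue and transgene cannot be told apart for the rest, since the score differs between the same groups.

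Between KO and WT Tg-SwDI mice the other scores differed by 0.14 for astrocytes (exact permutation test, p = 0.0873), 0.13 for endothelium, 0.18 for blood, 0.01 for oligodendrocytes, 0.12 for the striatum, 0.10 for the thalamus, 0.47 for immediate early genes (p = 0.0794) and -0.17 for the choroid plexus. Between KO and WT Non-Tg mice the choroid plexus score differed by -1.93 (exact permutation test, p = 0.127). Of the IRM genes 4 are also in Fig. 6A, and of the homeostatic microglia genes 3.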
